# Identification of pannexin 1-regulated genes, interactome, and pathways in rhabdomyosarcoma and its tumor inhibitory interaction with AHNAK

**DOI:** 10.1038/s41388-020-01623-2

**Published:** 2021-02-09

**Authors:** Xiao Xiang, Stéphanie Langlois, Marie-Eve St-Pierre, Anna Blinder, Philippe Charron, Tyson E. Graber, Stephanie L. Fowler, Stephen D. Baird, Steffany A. L. Bennett, Tommy Alain, Kyle N. Cowan

**Keywords:** Proteomics, Paediatric cancer, Sarcoma

## Abstract

Rhabdomyosarcoma (RMS), the most common soft tissue sarcoma in children, is an aggressive cancer with a poor prognosis. Despite current management, the 5-year survival rate for patients with metastatic RMS is ∼30%; underscoring the need to develop better treatment strategies. We have recently reported that pannexin 1 (PANX1) levels are downregulated in RMS and that restoring its expression inhibits RMS progression. Here, we have surveyed and characterized the molecular changes induced by PANX1 re-expression in RMS. We cataloged transcriptomic changes in this context by RNA sequencing. At the protein level, we unveiled PANX1 interactors using BioID, complemented by co-immunoprecipitation coupled to high-performance liquid chromatography/electrospray ionization tandem mass spectrometry performed in PANX1-enriched fractions. Using these data, we generated searchable public databases for the PANX1 interactome and changes to the RMS transcriptome occurring when PANX1 expression is restored. STRING network analyses revealed a PANX1 interactome involving plasma membrane and cytoskeleton-associated proteins including the previously undescribed interactor AHNAK. Indeed, AHNAK knockdown abrogated the PANX1-mediated reduction in RMS cell viability and migration. Using these unbiased approaches, we bring insight to the mechanisms by which PANX1 inhibits RMS progression, identifying the cell migration protein AHNAK as a key modifier of PANX1-mediated changes in RMS malignant properties.

## Introduction

Rhabdomyosarcoma (RMS) is the most common soft tissue sarcoma in childhood [1]. RMS tumors are typically associated with the skeletal muscle lineage, displaying two major subtypes: embryonal (eRMS) and alveolar (aRMS) [2]. While eRMS is generally associated with a favorable clinical outcome, aRMS is more aggressive and often metastatic [3]. The 5-year survival of patients with metastatic RMS is below 30% and despite the use of invasive multimodal treatment regimens, their prognosis has not improved in the last 30 years [1, 4]. The discovery of novel therapeutic strategies for RMS is thus of utmost importance.

RMS is thought to originate as a consequence of regulatory disruption of myogenic precursor cell differentiation [5, 6]. We recently described a key role for pannexin 1 (PANX1) in skeletal myogenesis [6, 7]. Pannexins (PANX1, PANX2, and PANX3) are single membrane channels that allow the release of small molecules such as nucleotides [8]. Our work has shown that PANX1 levels are low in undifferentiated skeletal muscle myoblasts and increase during myogenesis in vitro and in vivo [6, 9]. Blocking PANX1 channel activity inhibited myoblast differentiation, while PANX1 overexpression promoted this process [6]. Based on this, we explored whether PANX1 levels are altered in RMS and if so, whether restoration of its expression could reduce RMS malignant properties. We found that PANX1 expression is downregulated in patient-derived RMS cell lines and tumor specimens when compared to differentiated skeletal muscle cells and tissue [10]. Increasing PANX1 levels abrogated the proliferative and migratory potential of eRMS and aRMS cells, inhibited 3D tumor spheroid growth and induced regression of established spheroids through the induction of apoptosis [10]. Moreover, while control tumors grew rapidly in mice, PANX1 overexpression significantly reduced eRMS and aRMS growth [10]. As ectopic PANX1 effectively alleviates RMS tumor growth, deciphering its downstream signaling pathways would bring insight into the molecular mechanism by which PANX1 reduces RMS malignant properties while offering an opportunity to identify potential new therapeutic targets.

PANX1 is a type III multi-pass transmembrane glycoprotein with both the amino- and carboxyl-termini inside the cell [11]. PANX1 channels have been implicated in various pathological conditions including ischemia [12], stroke [13], diabetes [14], epilepsy [15], and hypertension [16] as well as cancers such as glioma [17] and melanoma [18, 19]. While the underlying signaling mechanism of PANX1 under pathological conditions remains largely unknown, it has been primarily attributed to disrupted purinergic and/or adrenergic signaling via ATP or other nucleotides [20]. However, PANX1 has been recently implicated in the Wnt/β-catenin signaling pathway in melanoma [19]. In addition, modulation of PANX1 expression has been shown to alter the expression of E-cadherin, vimentin and matrix metalloproteinase-9 via the extracellular signal-regulated kinase 1/2 signaling pathway in testicular cancer cells [21]. Although ATP release has been central in PANX1 research [20], it has become increasingly evident that the interaction of PANX1 with various signaling molecules mediates key cellular processes. For instance, the interaction of PANX1 with actin-related proteins 2/3 has been proposed to regulate the actin-mediated mechanical force generation [22], and the sequestration of collapsin response mediator protein-2 by Panx1 channels regulates microtubule remodeling [23]. While the molecular mechanisms by which PANX1 functions have started to be unveiled in some contexts, the signaling pathways involved in PANX1-mediated inhibition of RMS progression had yet to be investigated.

In the present study, we show that PANX1 overexpression in RMS cells invoked transcriptomic changes in a number of biological processes (BPs) such as apoptosis and cellular migration, as well as in the MAPK and Rap1 signaling pathways. Using BioID, we revealed the PANX1 interactome in Rh18 (eRMS) and Rh30 (aRMS) patient-derived cell lines. Common PANX1 interactors between the two RMS subtypes were associated with the plasma membrane and cytoskeleton. The BioID PANX1 interactome was further compared to and corroborated with a complementary set of PANX1 binding partners identified by HPLC-ESI-MS/MS analysis from PANX1-enriched subcellular fractions. We validated the novel interaction of PANX1 with AHNAK, which was identified here as the top PANX1 interactor. AHNAK is a large scaffolding protein that has been linked to migration and invasion in other cancers [24–27]. Knockdown of AHNAK in PANX1-expressing Rh18 and Rh30 cells abrogated the PANX1-mediated reduction in cell viability, migration, and increase in anoikis, suggesting that PANX1 regulation of RMS tumor malignant properties involves its interaction with AHNAK. Using data generated through these genome-wide unbiased approaches, we have also generated the first PANX1 transcriptomic and proteomic public searchable databases for easy access to our entire RNA-seq and BioID data, which may foster new research avenues identifying pathways regulating PANX1 and its functions, as well as potential clinical translation toward novel therapeutic strategies.

## Results

### Identification of the PANX1 transcriptome in RMS using RNA-Seq

We have previously shown that PANX1 overexpression in RMS cells reduced their proliferation, migration, and inhibited tumor growth via induction of apoptosis [10]. As our first step toward understanding the PANX1 downstream signaling in RMS, Rh30 (aRMS) cells expressing ectopic PANX1 or control GFP (Fig. 1A) were subjected to RNA-seq. 

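RNA was sequenced from 3 cultures of Rh30 cells carrying the inducible PANX1 construct and from 3 cultures carrying the GFP control vector. Rh30 is an established human cell line derived from an alveolar rhabdomyosarcoma, a tumor with features of developing skeletal muscle. In the cumate switch system, a repressor protein keeps the inserted gene silent until cumate, a small molecule, is added, and the cells had received 30 µg/mL cumate for 48 h. The authors aligned the reads to the hg19 genome with TopHat 2.0.13 and Bowtie 2.2.3 and estimated expression with Cufflinks 2.2.1 as FPKM, the number of sequenced fragments scaled to the length of the transcript and to the total of mapped fragments. The deposited table holds the FPKM of 1273 genes in each of the 6 libraries, the same number of genes that the authors called significantly changed, so the genes examined here were already selected on these libraries. The paper's reported totals of filtered reads are 80991098, 93328541 and 156294622 for the GFP cultures and 89903239, 102149600 and 105348940 for the PANX1 cultures. These totals are not tied to numbered libraries here, and FPKM values carry no counts, so no counting interval was computed. The sample titles number the replicates 1, 2 and 3 in both groups, whereas the sample descriptions number the GFP cultures 1, 2 and 3 and the PANX1 cultures 2, 3 and 4. PANX1 itself, listed as XLOC_003765 on chromosome 11 of hg19 from 93862094 to 93915137, had an FPKM of 37.8, 35.3 and 28.1 in GFP replicates 1, 2 and 3 and of 124, 184 and 123 in PANX1 replicates 1, 2 and 3. Its mean FPKM was 33.7 ± 5.02 (SD, n = 3) in GFP and 144 ± 35.2 (SD, n = 3) in PANX1 cells, a ratio of 4.26. The 3 PANX1 libraries were all above the 3 GFP libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Differences were tested with limma 3.58.1 on log2(FPKM + 1), a scale that understates the change of genes with low values, with Benjamini-Hochberg adjustment over the genes of the table. Ratios were also taken between the mean FPKM of the groups, without a pseudocount.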

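Of the 1273 genes of the deposited table, 1108 had a higher mean FPKM in PANX1 than in GFP cells and 165 had a lower one. The 3 PANX1 values did not overlap the 3 GFP values in 1195 genes, of which 1044 were higher and 151 lower, where 10% of genes would be free of overlap by chance. With limma on log2(FPKM + 1), 426 genes were higher and 9 were lower in PANX1 cells at an adjusted p-value under 0.05, and 744 and 43 at an unadjusted p-value under 0.05. The table lists genes that the authors' own test had already called on the same libraries. These counts are therefore not a second test of the same genes. Limma's eBayes step with a trend draws each gene's variance toward that of genes of similar expression. The log2 ratios of the 3 PANX1 libraries had an SD of 1.10 for TRAF2 and 0.61 for HS1BP3, but limma's standard errors were 0.522 and 0.523. The counts thus describe replicate spread pooled over the table rather than gene by gene. With the replicate number of the sample titles as a block, 581 genes were higher and 33 lower. Libraries with the same number deviated from their group means with a correlation across genes of 0.42 for number 1, -0.36 for number 2 and 0.14 for number 3, with a mean of 0.066, and genes are not independent replicates. With one library left out, the counts ranged widely, with 8 higher genes and 1 lower gene without GFP replicate 1, and 994 higher and 146 lower genes without PANX1 replicate 3. Counting the 24319 genes that the paper tested in the adjustment left 32 higher genes and 0 lower genes. That adjustment takes every gene outside the table to have a larger p-value, so the counts are a lower limit for these p-values.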

The subsequent differential expression (DE) analysis identified 1273 genes (5.2%) significantly changed in PANX1 overexpressing cells with a false discovery rate less than 0.05 (*q* < 0.05) (Fig. 1B). Amongst the 1273 significantly changed genes, 39 were downregulated (Log_2_ Fold expression change < −1) and 898 were upregulated (Log_2_ Fold expression change > 1), which are shown in the upper left and right quadrants of the volcano plot, respectively (Fig. 1C). 

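The ratio of mean FPKM, without a pseudocount, was above 1 on the log2 scale in 916 of the 1273 genes and below -1 in 41. The 916 genes include 5 that are listed at 0 in all GFP libraries. The size of the change differed between the PANX1 libraries. Against the mean GFP FPKM, the median log2 ratio was 0.77 in PANX1 replicate 1, 0.61 in replicate 2 and 1.87 in replicate 3. The number of genes above a log2 ratio of 1 was 305, 214 and 1096 in the same order. Replicate 3 had the highest of the 3 PANX1 values in 1081 of the 1108 higher genes and the lowest in 158 of the 165 lower genes. Without replicate 3, 1107 genes were higher in PANX1 cells, while the genes beyond a log2 ratio of 1 or -1 numbered 240 and 20. With group medians in place of means they numbered 376 and 30. A transcript GC content was available for 1154 of the 1273 genes (90.7%) from the GENCODE annotation of the same genome build. The median GC content was 61.6% for the higher genes and 39.2% for the lower genes, against 49.1% for annotated protein-coding genes. Across these genes, the log2 ratio of replicate 3 to replicates 1 and 2 had a Spearman's rho of 0.66 with GC content.

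**Figure D1:**
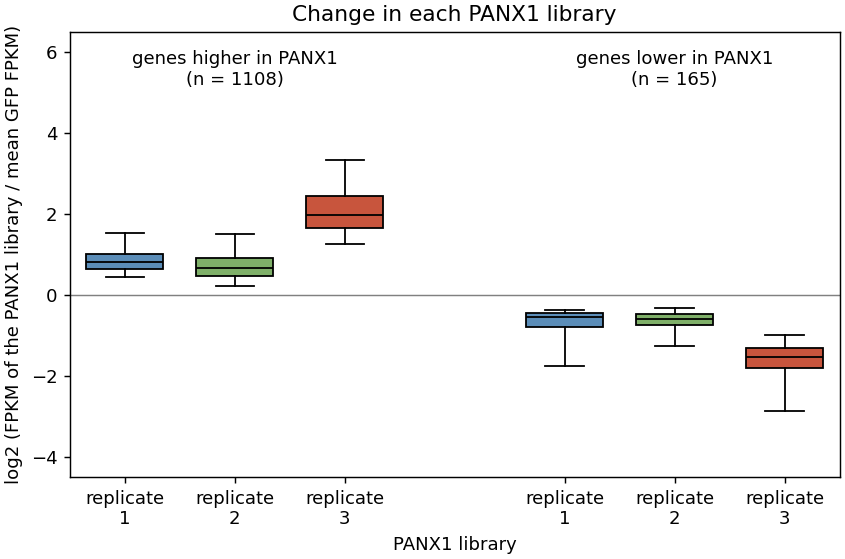
Log2 ratio of the FPKM in each PANX1 library to the mean GFP FPKM, for the 1108 genes higher and the 165 genes lower in PANX1 cells. Boxes show the median and quartiles and whiskers the 5th and 95th percentiles, and the median among the higher genes is 0.82, 0.67 and 1.98 in replicates 1, 2 and 3.

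**Figure D2:**
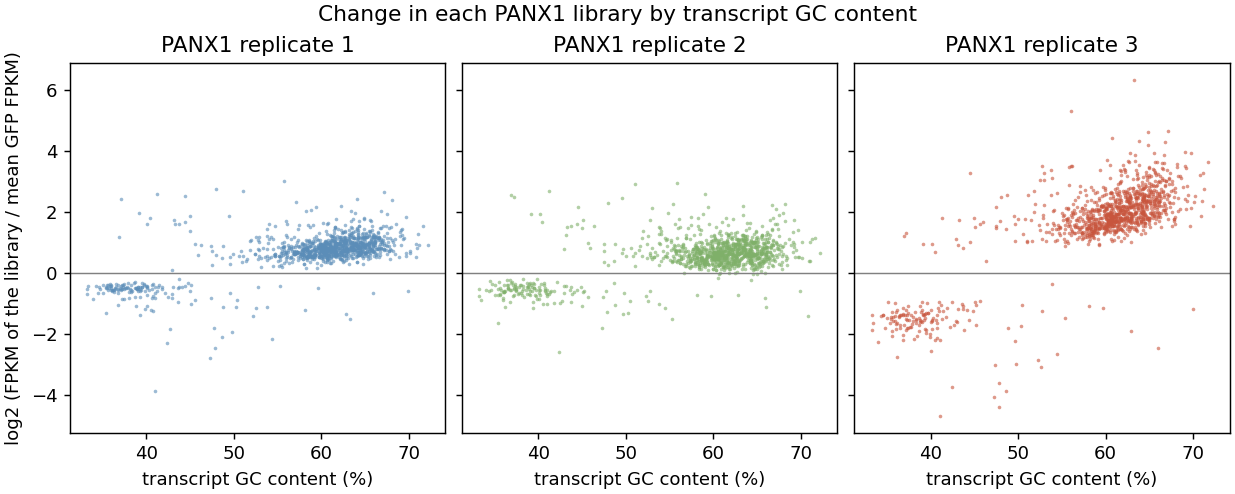
The same log2 ratio plotted against transcript GC content (%), 1 panel per PANX1 library and 1 point per gene, for the genes with a GC value and a finite ratio. The points at high GC content lie farther above 0, and those at low GC content farther below 0, in replicate 3 than in replicates 1 and 2.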

The significantly regulated genes were classified by gene ontology (GO) according to BP using DAVID [28] (Fig. 1D), which revealed numerous highly enriched (Fisher’s Exact *P* value < 0.05) GO_BP terms in accordance with our previous observations [10], including regulation of apoptotic processes (Fig. 1E) and negative regulation of migration (Fig. 1F). In addition, KEGG pathway analysis results (Fig. 1G) indicated that MAPK (Fig. 1H) and Rap1 (Fig. 1I) were amongst the most enriched (Fisher’s exact *P* value < 0.05) signaling pathways in PANX1-expressing cells. 

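The 21 genes shown under regulation of apoptotic process were all among the genes of the table. Their median log2 ratio of mean FPKM was 1.38, with 19 genes higher in PANX1 cells and 2 lower. CASP2 had the largest log2 ratio of the 21, at 2.53. The 2 lower genes were EGR1 and BEX2. EGR1 had a mean FPKM of 55.1 ± 24.4 (SD, n = 3) in GFP and 26.7 ± 12.3 (SD, n = 3) in PANX1 cells, a log2 ratio of -1.04, and its values overlapped between the groups. BEX2 had 0.44 ± 0.306 FPKM (SD, n = 3) in GFP and 0.123 ± 0.0673 (SD, n = 3) in PANX1 cells, a log2 ratio of -1.84. With each library left out in turn that ratio ran from -2.38 to -1.10, and limma's adjusted p over the table was 0.0885. BAX rose from 32.7 ± 1.35 FPKM (SD, n = 3) to 69.6 ± 37.2 (SD, n = 3), and BMP1 from 2.78 ± 0.0743 (SD, n = 3) to 5.88 ± 2.87 (SD, n = 3). In limma's test, 9 of the 21 genes had an adjusted p-value under 0.05 over the table and 16 when adjusted over the 21 genes alone, and 12 and 17 with the replicate number as a block. The 10 genes shown under negative regulation of migration all had a higher mean FPKM in PANX1 cells. Their median log2 ratio was 1.45, with a range from 1.03 to 2.29. The groups did not overlap in 8 of the 10, but overlapped in ARHGDIA and DRD2, at the ends of that range. Of the 10 genes, 2, RRAS and DRD2, had an adjusted p-value under 0.05 over the table and 10 over the list alone. DRD2 passed with an adjusted p of 0.0225 from limma although its values overlapped (exact two-sided permutation test, p = 0.3). The overlapping EGR1 was likewise among the 9 apoptosis genes, with an adjusted p of 0.0398 from limma. With the block, these counts were 4 and 7. Both lists come from the authors' calls on these libraries, so an adjustment over a list alone shows no stability. PANX1 replicate 3 had the highest of the PANX1 values in 18 of the 19 higher apoptosis genes and in 10 of the 10 migration genes. The median log2 ratio of the apoptosis genes was 0.86, 0.66 and 2.04 in PANX1 replicates 1, 2 and 3, and that of the migration genes 0.84, 0.75 and 2.21.

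**Figure D3:**
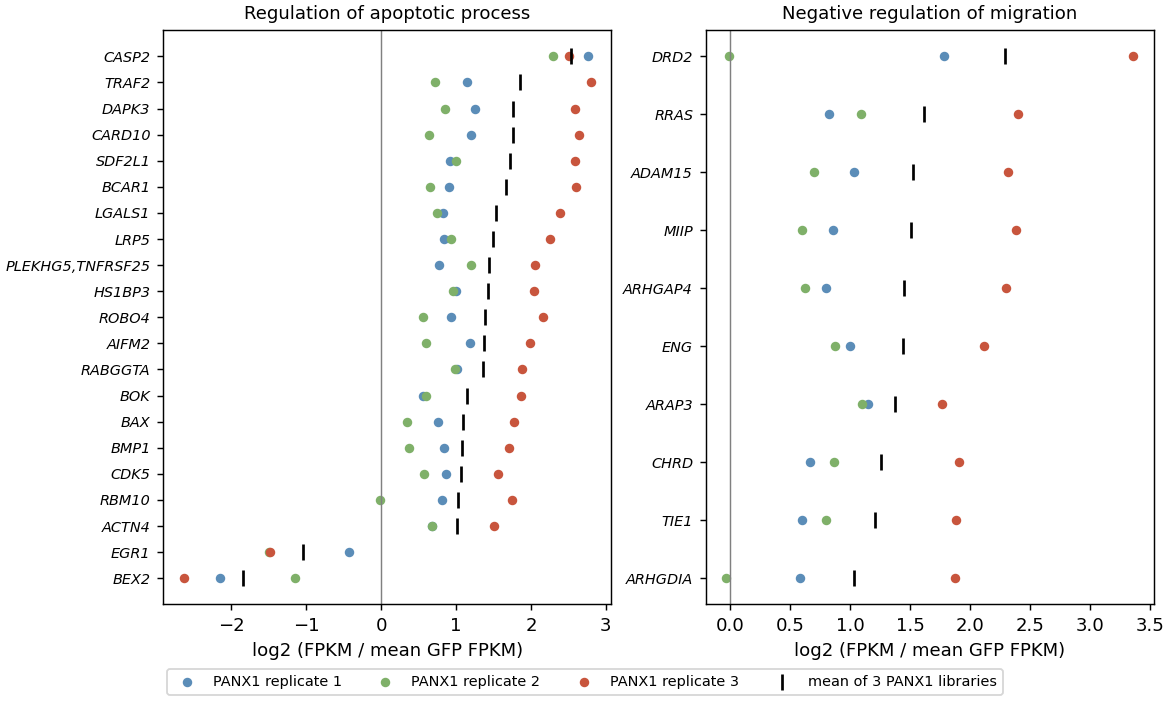
Log2 ratio of FPKM to the mean GFP FPKM for the genes of both lists, with 1 point per PANX1 library and a bar for the mean of the 3 libraries. EGR1 and BEX2 lie below 0, and most genes lie farthest from 0 in replicate 3.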

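The 20 names shown under MAPK signaling correspond to 19 entries of the table, because JMJD7-PLA2G4B and PLA2G4B share a locus with a single FPKM value. The groups did not overlap in 18 of the 19, with RAC3 as the exception. All 19 had a higher mean FPKM in PANX1 cells, with a median log2 ratio of 1.36. HSPB1 had the largest, at 2.73, and rose from 34.9 ± 7.21 FPKM (SD, n = 3) in GFP to 232 ± 257 (SD, n = 3) in PANX1 cells, with 91.5, 75.7 and 529 FPKM in PANX1 replicates 1, 2 and 3. Of the 16 Rap1 signaling genes, 15 were higher and SIPA1L2 was lower, with a median log2 ratio of 1.46. The groups did not overlap in 13 of the 16. SIPA1L2 had 0.471 ± 0.0747 FPKM (SD, n = 3) in GFP and 0.184 ± 0.0394 (SD, n = 3) in PANX1 cells. With limma, 10 of the 19 MAPK entries and 8 of the 16 Rap1 genes had an adjusted p-value under 0.05 over the table, and 11 and 8 with the replicate number as a block. Adjusted over each list alone, the counts were 14 and 8, and they were 14 and 8 with the block too. Replicate 3 had the highest PANX1 value in 18 of the 19 MAPK entries and in 15 of the 15 higher Rap1 genes. Other families that belong to terms of Fig. 1D and Fig. 1G were also among the higher genes. All 24 cytosolic ribosomal protein genes of the table were higher, with a median log2 ratio of 1.03, but 10 of the 24 were higher after median-of-ratios scaling, which moved the median of the whole table from 1.23 to 0.041. The 10 mitochondrial ribosomal protein genes and the 10 genes named as subunits or assembly factors of NADH dehydrogenase were all higher. Their median log2 ratios were 1.31 and 1.95, and 7 of the 10 in each family were higher after that scaling. In PANX1 replicates 1, 2 and 3 these medians were 0.84, 0.59 and 2.07, and 1.13, 0.97 and 2.89. Those of the cytosolic genes were 0.42, 0.82 and 1.68. After a correction for GC content, chosen once the data had been seen, 24 of the 24 cytosolic genes were higher. So were 9 of 10 mitochondrial and 10 of 10 NADH dehydrogenase genes. No gene of these families had an adjusted p under 0.05 in that fit. The GO and KEGG enrichment tests were not repeated here. From the enrichment of these terms and pathways among the significantly changed genes, the paper proposes that they are the cellular processes in which the regulated genes may be involved.

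**Figure D4:**
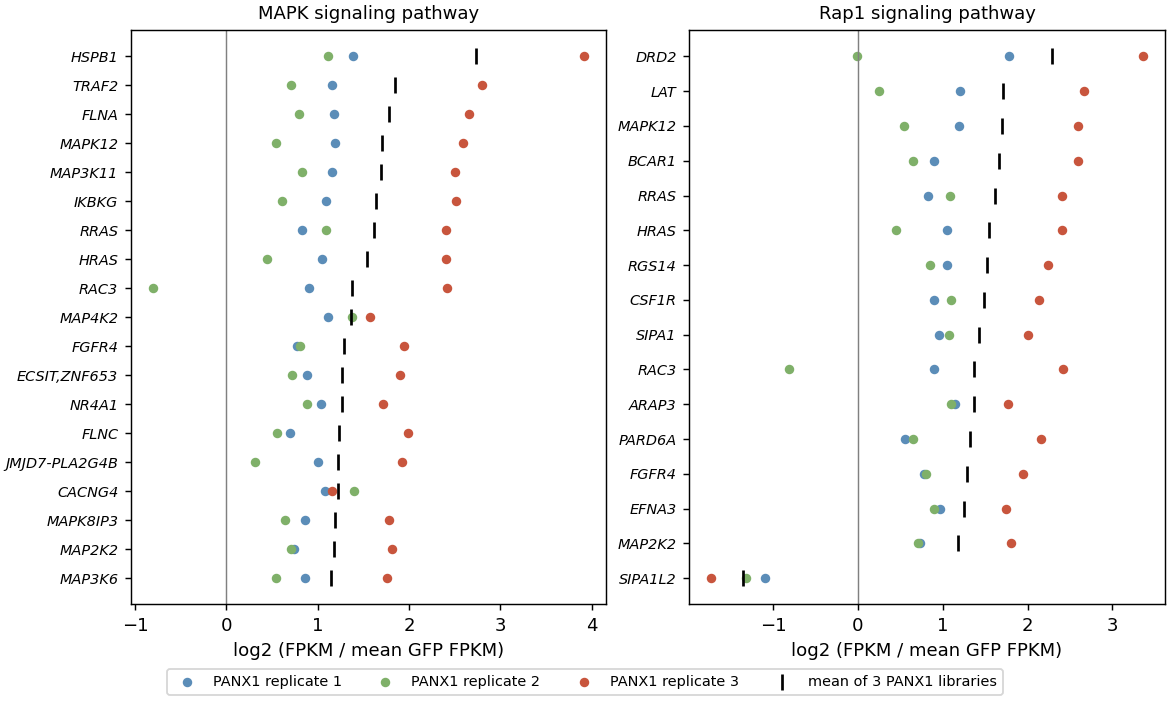
Log2 ratio of FPKM to the mean GFP FPKM for the MAPK and Rap1 signaling genes, with 1 point per PANX1 library and a bar for the mean of the 3 libraries. SIPA1L2 is the gene whose 3 points all lie below 0.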

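MMP2 (XLOC_008106, chromosome 16 of hg19, 55513081 to 55540586) had an FPKM of 0.44 ± 0.124 (SD, n = 3) in GFP and 3.95 ± 0.78 (SD, n = 3) in PANX1 cells, a log2 ratio of 3.16. On the log2(FPKM + 1) scale its change was 1.77 (standard error 0.351, adjusted p = 0.000100 from limma with Benjamini-Hochberg adjustment). All of its PANX1 values were above all of its GFP values (exact two-sided permutation test, p = 0.1), and the log2 ratio stayed between 2.95 and 3.32 with each library left out in turn. TRAF2 (XLOC_022676, chromosome 9, 139780965 to 139821067) had 4.15 ± 0.689 FPKM (SD, n = 3) in GFP and 15.0 ± 12.1 (SD, n = 3) in PANX1 cells, a log2 ratio of 1.85. Its PANX1 libraries had 9.23, 6.80 and 28.9 FPKM, and the log2 ratio without replicate 3 was 0.95. The limma change was 1.38 (standard error 0.522, adjusted p = 0.0352), and with one library left out in turn the adjusted p ranged from 0.00573 to 0.226. APOBEC2 (XLOC_018284, chromosome 6, 41020940 to 41032630) had 1.00 ± 0.82 FPKM (SD, n = 3) in GFP and 0.344 ± 0.266 (SD, n = 3) in PANX1 cells. Its log2 ratio was -1.54, but its values overlapped between the groups, with 0.345 FPKM in GFP replicate 1 and 0.641 in PANX1 replicate 2 (exact two-sided permutation test, p = 0.2). The limma change was -0.51 (standard error 0.226, adjusted p = 0.0574). MARCKS (XLOC_018454, chromosome 6, 114178527 to 114184652) had 63.6 ± 7.7 FPKM (SD, n = 3) in GFP and 37.4 ± 19.3 (SD, n = 3) in PANX1 cells, a log2 ratio of -0.77. Its lowest GFP value of 56.1 and its highest PANX1 value of 55.7 differed by less than the SD of either group, and its limma change was -0.89 (standard error 0.389, adjusted p = 0.0571). With the replicate number as a block, the adjusted p was 5.23e-05 for MMP2, 0.0245 for TRAF2, 0.0576 for APOBEC2 and 0.0339 for MARCKS. The supplementary methods list GAPDH primers beside those of the genes tested by RT-qPCR, and name no reference gene. GAPDH, also used as the loading control for protein in Fig. 1A, was itself in the table. It had 2342 ± 183 FPKM (SD, n = 3) in GFP and 4219 ± 1427 (SD, n = 3) in PANX1 cells. Its limma change was 0.80 (standard error 0.476, adjusted p = 0.109, and 0.0097 with the block), and it turned to -0.27 under median-of-ratios scaling.

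**Figure D5:**
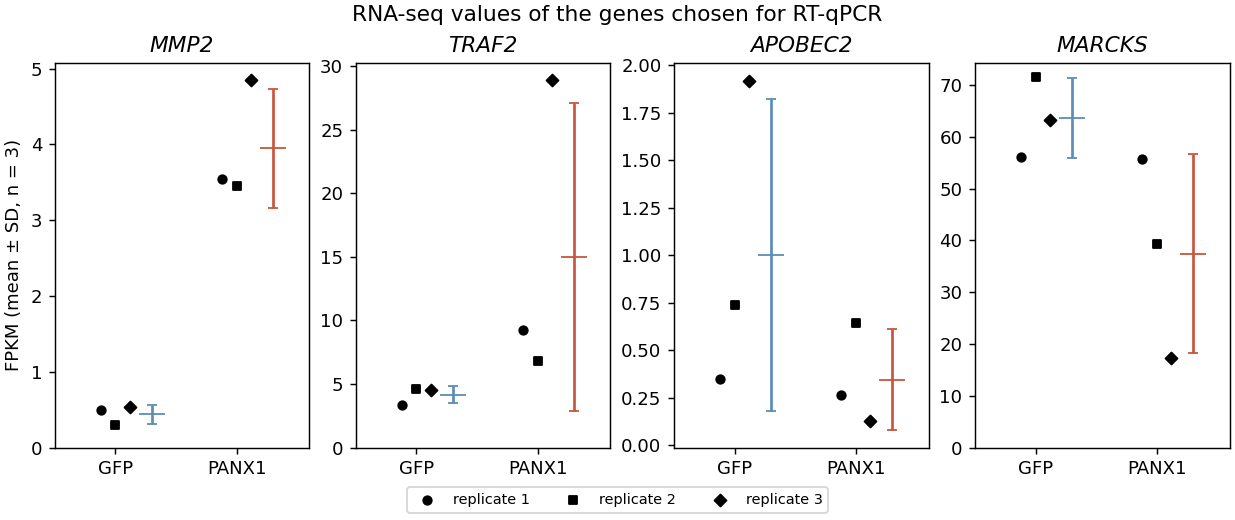
FPKM of MMP2, TRAF2, APOBEC2 and MARCKS in the 3 GFP and 3 PANX1 libraries, 1 symbol per replicate number, with the mean and SD beside the points. The PANX1 and GFP values overlap for APOBEC2, and TRAF2 is farthest from the other values in PANX1 replicate 3.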

To validate the RNA-seq results, we selected two upregulated gene hits, matrix metalloprotease 2 (*MMP2*) and TNF receptor-associated factor 2 (*TRAF2*), and two downregulated gene hits, apolipoprotein B mRNA-editing enzyme catalytic subunit 2 (*APOBEC2*) and myristoylated alanine rich C-kinase substrate (*MARCKS*), for RT-qPCR validation. Our results showed that *MMP2* (Fig. 1J) and *TRAF2* (Fig. 1K) were significantly upregulated, while *APOBEC2* (Fig. 1L) and *MARCKS* (Fig. 1M) were significantly downregulated when PANX1 was expressed, which were all concordant with the RNA-seq results. 

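GJA1 (XLOC_018474, chromosome 6 of hg19, 121756745 to 121770873) was expressed at low levels in both groups, with 0.206 ± 0.0814 FPKM (SD, n = 3) in GFP and 0.573 ± 0.213 (SD, n = 3) in PANX1 cells, a log2 ratio of 1.47. The values were 0.163, 0.156 and 0.3 FPKM in the GFP libraries and 0.728, 0.661 and 0.331 in the PANX1 libraries, so that PANX1 replicate 3 lay close to GFP replicate 3. No PANX1 value fell below a GFP value (exact two-sided permutation test, p = 0.1). On the log2(FPKM + 1) scale, which compresses values this low, the change was 0.38 (standard error 0.196, adjusted p = 0.0842 from limma with Benjamini-Hochberg adjustment), and the adjusted p was 0.092 with the replicate number as a block. With a pseudocount of 0.1 the change was 1.11 and the adjusted p 0.0492, and with one of 0.01 they were 1.41 and 0.0555.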

The upregulated *GJA1* gene (Fig. 1N) was further investigated as ectopic expression of its protein product connexin 43 (Cx43) in RMS cells was previously shown to elicit a tumor-suppressive phenotype [29] similar to that of PANX1 [10]. Western blot analysis (Fig. 1O, P) showed a significant increase in Cx43 levels (unphosphorylated/poorly phosphorylated species (*P*_0_)) in PANX1-expressing Rh30 cells compared to control cells while the 20 kDa variant of Cx43 (Cx43-20K) was not detected under these conditions (data not shown). Using this unbiased genome-wide approach, our transcriptomic analysis identified the genes that are regulated in PANX1-expressing RMS cells together with the key cellular processes in which they may be involved.

**Fig. 1:**
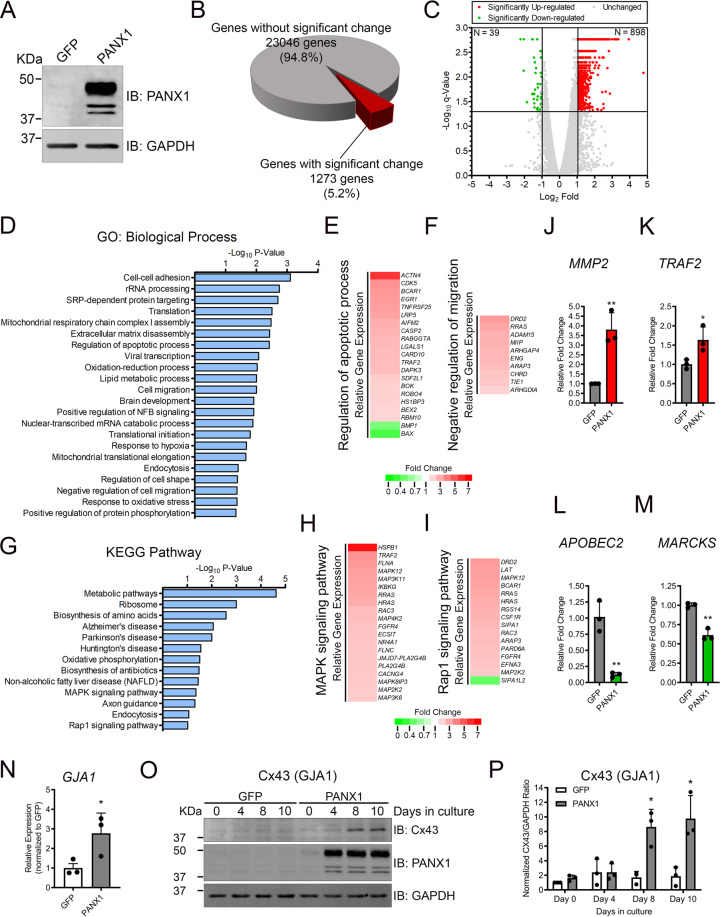
RNA-seq analysis of PANX1-expressing aRMS cells. RNA was extracted from stable Rh30 cells expressing PANX1 or the GFP control for RNA-seq analysis 48 h post cumate induction. **A** Representative western blots of stable Rh30 cells expressing PANX1 and its GFP control prior to RNA extraction. Western blots are representative of three independent experiments. **B** Pie chart highlighting the number of genes identified by RNA-seq (*n* = 3). Genes with an FDR cut-off of *q* < 0.05 after differential expression test are considered significantly changed. **C** Volcano plot showing gene expression profiles. Up- (Log_2_ Fold > 1) and downregulated (Log_2_ Fold < −1) genes are shown in red and green, respectively. The horizontal bar indicates the FDR cut-off (*q* = 0.05). **D** DAVID gene ontology (GO) analysis of the significantly up- and downregulated genes. A list of enriched GO terms in biological processes is shown. The gene hits under GO: Regulation of apoptotic process (**E**) and GO: Negative regulation of migration (**F**) are shown along with their expression in cells expressing PANX1 relative to their respective GFP controls. **G** KEGG pathway analysis of the significantly up- and downregulated genes, of which the relative expression of the genes implicated in MAPK signaling (**H**) and Rap1 signaling (**I**) pathways are shown. RT-qPCR validation of RNA-seq hits *MMP2* (**J**), *TRAF2* (**K**), *APOBEC2* (**L**), and *MARCKS* (**M**). Red and green bars indicate up- or downregulation from RNA-seq. Results are expressed as mean ± s.d. of three independent experiments. *P < 0.05 and **P < 0.01 compared to GFP. *GJA1*, which encodes Cx43, showing significantly increased transcript levels (**N**) from RNA-seq, and validation of its temporal increase in protein levels by western blotting (**O**) and its quantification (**P**) in Rh30 cells expressing PANX1 compared to the GFP control. *P < 0.05 compared to GFP on Day 8 and Day 10 in (**O**). Results are expressed as mean ± s.d. of three independent experiments.

### The BirA* tag does not interfere with PANX1 function

As many BPs are mediated through protein–protein interactions [30], and as transcriptomic data may not fully recapitulate the proteome of a cell, we next used BioID [31] to unveil PANX1-interacting proteins and gain further insight into the molecular mechanism by which PANX1 functions in RMS. The carboxyl terminus of PANX1 was fused with a promiscuous biotin ligase found in *Escherichia coli*, BirA*, and expressed in RMS cells. With the addition of exogenous biotin, BirA* catalyzes the biotinylation of the interacting partners in a distance-dependent manner. The biotin labeled proteins can be denatured and captured by streptavidin-mediated pull-down and subsequently identified by mass spectrometry. This method offers advantages such as capturing proteins with weak or transient interactions that could be missed by co-immunoprecipitation [31]. BirA*-PANX1 showed a banding pattern similar to that of Myc-PANX1 by western blotting (Fig. 2A). PANX1 is detected as multiple bands due to post-translational modifications [32]. As expected, Myc-PANX1 was detected as three main species with apparent molecular weights of ~43, 45, and 53 kDa, while BirA*-PANX1 was detected as ~69, 72, and 81 kDa bands, showing an average increase of ~4 kDa (Myc predicted: 3.3 kDa [10]) and ~31 kDa (BirA* predicted: 35 kDa [31]), respectively, relative to untagged wild-type PANX1 (detected at ~39, 40, and 49 kDa in these cells) [10]. To ensure that BirA* does not affect PANX1 function, we first performed a sulforhodamine B dye uptake assay in HEK293T cells, devoid of endogenous pannexins, transiently expressing PANX1, BirA*-PANX1, or the GFP control vector. PANX1 and BirA*-PANX1-induced similar levels of dye uptake, which were both significantly higher than that of cells expressing the control vector (Fig. 2B). We then generated stable Rh18 (eRMS) and Rh30 (aRMS) cell lines using our previously described cumate-inducible system [10] to express BirA*-PANX1 and performed a 3D spheroid formation assay. As we previously reported, all cells express GFP constitutively under this expression system but express PANX1 or BirA*-PANX1 only in the presence of cumate [10]. In this spheroid assay, cumate was added at the time of cell seeding. Aggregation and compaction in GFP control, PANX1-, and BirA*-PANX1-expressing Rh18 (Fig. 2C) and Rh30 (Fig. 2D) cells were observed 48 h after seeding. Using the constitutively expressed GFP to quantify spheroid size in all conditions, we show that the expression of both PANX1 and BirA*-PANX1 prevented Rh18 (Fig. 2C) and Rh30 (Fig. 2D) 3D spheroid growth compared to their respective GFP control cells. Indeed, PANX1- and BirA*-PANX1-expressing cells gradually lost their constitutive GFP fluorescence likely due to cell death [10]. All together showing that the BirA* tag does not interfere with PANX1 functions.

**Fig. 2:**
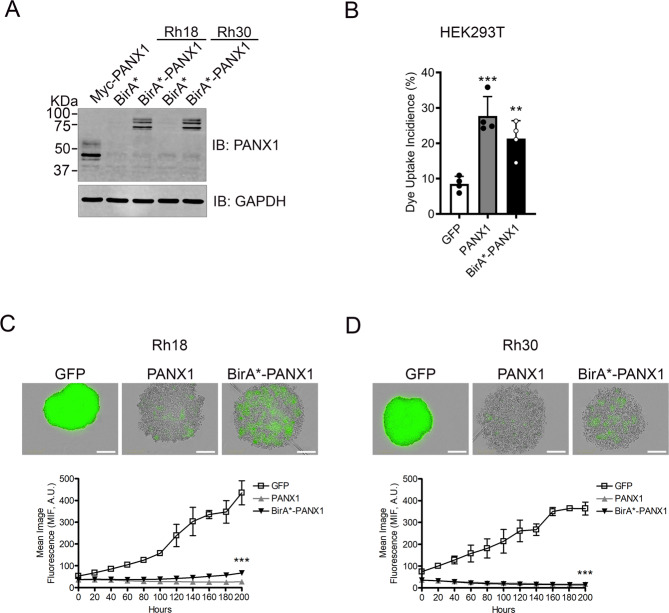
The BirA* tag does not affect PANX1 function. **A** Representative western blot of BirA*-PANX1 and Myc-PANX1 expressed in Rh18 (eRMS) and Rh30 (aRMS) cells. Western blots are representative of three independent experiments. **B** Sulforhodamine B dye uptake induced by mechanical stimulation in HEK293T cells expressing GFP (control), PANX1, or BirA*-PANX1. Results are expressed as mean ± s.d. of four independent experiments. ***P < 0.001 and **P < 0.01 compared to GFP. 3D spheroid formation using our stable cumate-inducible Rh18 and Rh30 cell lines was assessed in the presence of cumate to allow PANX1 or BirA*-PANX1 expression. Representative images of Rh18 (**C**) and Rh30 (**D**) cells taken at 200 h are shown. As these cells express GFP constitutively, the changes in mean image fluorescence (MIF) over time, a measurement of spheroid size, were quantified for both Rh18 (**C**) and Rh30 (**D**) cells. Results are expressed as mean ± s.d. of three independent experiments. ***P < 0.001 compared to GFP for both PANX1 and BirA*-PANX1. A.U.: arbitrary units. Bars = 300 µm.

### BioID analysis identified plasma membrane and cytoskeletal PANX1-interacting proteins in RMS cells

Following these validation steps, the banding patterns of the biotinylated proteins captured by streptavidin beads from BirA*-PANX1, compared to its BirA* and Myc-PANX1 negative controls, were examined by western blotting. In both Rh18 and Rh30 cells, the BirA* biotin ligase activity was evident by the intense bands detected by fluorochrome conjugated streptavidin (Fig. 3A, B). Importantly, BirA*-PANX1 exhibited different banding patterns of biotinylated proteins compared to those biotinylated by BirA* alone (Fig. 3A, B). Rh18 and Rh30 cells were then treated with cumate to induce BirA*-PANX1 expression, or Myc-PANX1 as a background control, and exposed to biotin for 24 h to allow proximity biotinylation by BirA*. Cells were lysed and biotinylated proteins were captured using streptavidin-conjugated beads. The captured proteins were digested on-bead and immediately submitted for HPLC-ESI-MS/MS. A total of 240 and 238 proteins labeled by BirA*-PANX1 were identified from Rh18 and Rh30 cells, respectively (complete list of interactors identified by BioID is presented in Supplementary Table S1). Interactors were ranked by the unique peptide scores, which were calculated using Myc-PANX1 as the background control, indicating relative abundance of the peptides biotinylated by BirA*-PANX1. The top 50 interactors from Rh18 and Rh30 cells are shown in Fig. 3C, D, respectively. Most notably, 43 out of the top 50 candidate hits were shared between Rh18 and Rh30 cells, suggesting a high degree of confidence in the targets identified (Fig. 3E). STRING Functional Protein Association Network analysis and GO classification of the overlapped 43 protein hits presented a network of PANX1 interactors consisting of plasma membrane and cytoskeleton-associated proteins in RMS (Fig. 3F). Further analysis of the 14 mutually exclusive proteins (7 from each cell line (Fig. 3E)) showed that they are phosphoproteins with localizations in the cytosol, cytoskeleton, and plasma membrane. Taken together, these data suggest that PANX1 primarily interacts with proteins with functions localized in or proximal to the plasma membrane of both eRMS and aRMS cells.

**Fig. 3:**
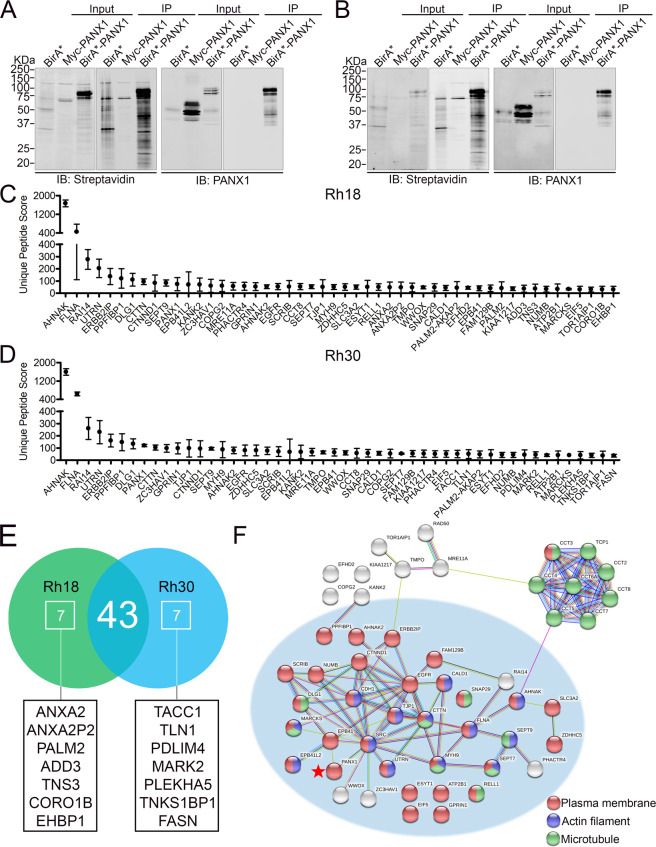
BioID analysis of PANX1-interacting proteins in RMS cells. Representative western blots of biotinylated proteins captured by streptavidin and BirA*-PANX1 in Rh18 (eRMS) (**A**) and Rh30 (aRMS) (**B**) are shown. BirA* and Myc-PANX1 were used as background controls for biotinylation and HPLC-ESI-MS/MS, respectively. Western blots are representative of three independent experiments. Top 50 protein hits in Rh18 (**C**) and Rh30 (**D**) identified by BioID are displayed. Results are shown as mean ± s.d. of Unique Peptide Counts normalized to the Myc-PANX1 background controls from three independent experiments. **E** Venn diagram showing the overlapping top 50 hits between Rh18 and Rh30 cells. **F** STRING analysis of the 43 overlapping hits reveals a PANX1 (red star) interactome consisting of plasma membrane (red), actin microfilament (blue) and microtubule (green) associated proteins.

### Online databases for searching the PANX1 transcriptome and interactome

To provide access to the information on the individual transcripts regulated in PANX1-expressing cells, as well as PANX1 interactors, we have generated user-friendly public online databases using RStudio equipped with the Shiny package. These databases can be freely accessed at http://bigbear.med.uottawa.ca:2000 and have been designed to toggle between the transcriptomic and proteomic data with a dropdown menu. The individual gene symbol and Ensemble gene ID or protein symbol in their respective databases can be freely searched. The gene hits are displayed with their Log_2_ fold change, *P* and *Q* values while the protein hits are displayed with their background-corrected scores (BirA*- or Myc-PANX1-expressing cells as negative controls), and these parameters can all be freely adjusted to meet individual specific search interests. When using our databases, kindly acknowledge the current manuscript.

### Proteomic analysis from Co-IP performed using PANX1-enriched membrane fractions

Fowler et al. have previously developed and optimized a method to effectively isolate and enrich subcellular compartments containing integral membrane proteins using a sucrose density gradient prior to co-IP followed by LC–MS/MS analysis [33, 34]. This complementary method was used here to isolate Myc-PANX1-enriched membrane microdomains from Rh18 and Rh30 cells prior to co-IP in an attempt to eliminate potential false positive interactors from BioID. Previously used in various contexts, the Myc tag showed no impact on PANX1 channel activity [17, 35], trafficking [36] and localization [37]. Accordingly, transient expression of PANX1 and Myc-PANX1 inhibited Rh18 (Fig. 4A) and Rh30 (Fig. 4B) cell proliferation to a similar extent, as compared to their respective negative controls. In addition, transient expression of both PANX1 and Myc-PANX1 in HEK293T cells induced comparable levels of dye uptake, which were significantly higher than that of the GFP control (Fig. 4C). Following these verification steps, whole lysates of stable Rh18 (Fig. 4D) and Rh30 (Fig. 4E) cells expressing Myc-PANX1 or GFP under the control of the cumate-inducible system were separated on a sucrose gradient from which a total of 22 matching fractions were collected. Fractions with high levels of Myc-PANX1 (indicated by shaded area; Fig. 4F, G) were pooled and used for co-IP followed by HPLC-ESI-MS/MS analysis.

**Fig. 4:**
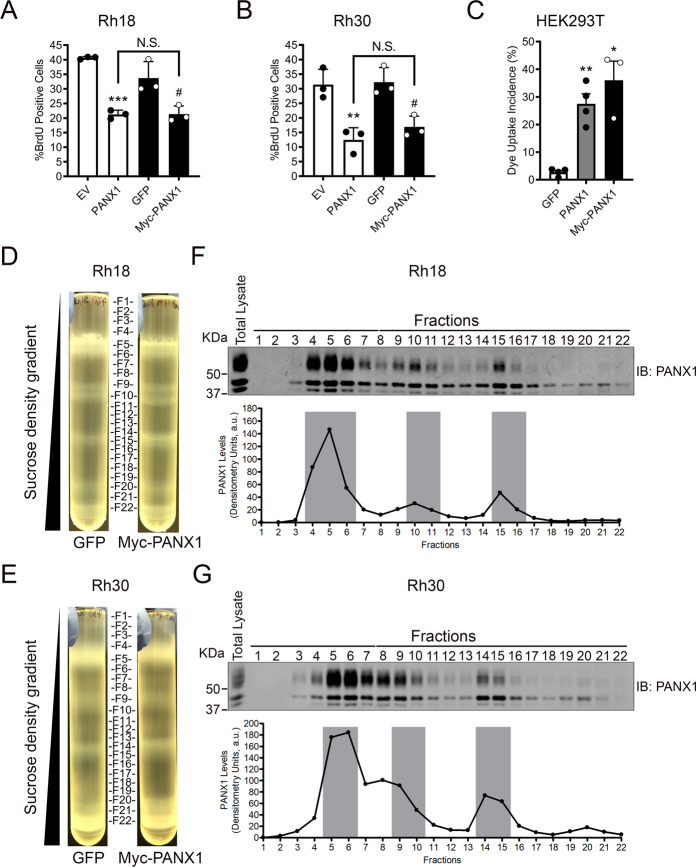
Enrichment of PANX1 by subcellular fractionation. BrdU incorporation of wild-type Rh18 (eRMS) (**A**) and Rh30 (aRMS) (**B**) cells expressing PANX1 or Myc-PANX1 and respective empty vector (EV) or GFP controls. Results are expressed as mean ± s.d. of three independent experiments. **P < 0.01 and ***P < 0.001 compared to EV, ^#^*P* < 0.05 compared to GFP. N.S. not significant. **C** Sulforhodamine B dye uptake induced by mechanical stimulation with HEK293T cells transiently expressing GFP, PANX1, or Myc-PANX1. Results are expressed as mean ± s.d. of four independent experiments. *P < 0.05 and **P < 0.01 compared to GFP. Stable Rh18 and Rh30 cells expressing Myc-PANX1 or its GFP control vector were homogenized and separated by a sucrose gradient by ultra-highspeed centrifugation to enrich Myc-PANX1-containing subcellular fractions. The Myc-PANX1-enriched fractions or their corresponding GFP control fractions were pooled and subjected to co-immunoprecipitation by anti-Myc antibodies. The co-IP’ed samples were further analyzed by HPLC-ESI-MS/MS. Representative images of Rh18 (**D**) and Rh30 (**E**) cell lysates separated by a sucrose density gradient. Subcellular fractions of Rh18 (**F**) and Rh30 (**G**) cell lysates containing Myc-PANX1 were analyzed by western blotting and the quantification of Myc-PANX1 levels are shown below. The Myc-PANX1 enriched fractions, indicated by the shaded areas, and their corresponding GFP control fractions were combined separately for co-IP by anti-Myc antibodies and the subsequent HPLC-ESI-MS/MS analysis. Results are from two independent experiments.

A total of 146 and 202 protein hits were identified by HPLC-ESI-MS/MS from Rh18 and Rh30 cells, respectively. These proteins were selected according to their scores, which were derived from the relative fold change of unique peptides from Myc-PANX1 samples to the GFP controls, and only proteins with scores above 1 were selected for the downstream analyses. The protein hits were cross-referenced with the PANX1 interactome identified from BioID and revealed 27 and 26 overlapped protein hits, where AHNAK, UTRN, and MYH9 were amongst the highest enriched hits, in both the BioID and co-IP approaches in Rh18 (Fig. 5A) and Rh30 (Fig. 5B) cells, respectively. These 27 and 26 PANX1 interactors in Rh18 (Fig. 5C) and Rh30 (Fig. 5D) cells are predicted in clusters of interacting proteins consisting of plasma membrane-, actin filaments- and microtubule-associated proteins.

**Fig. 5:**
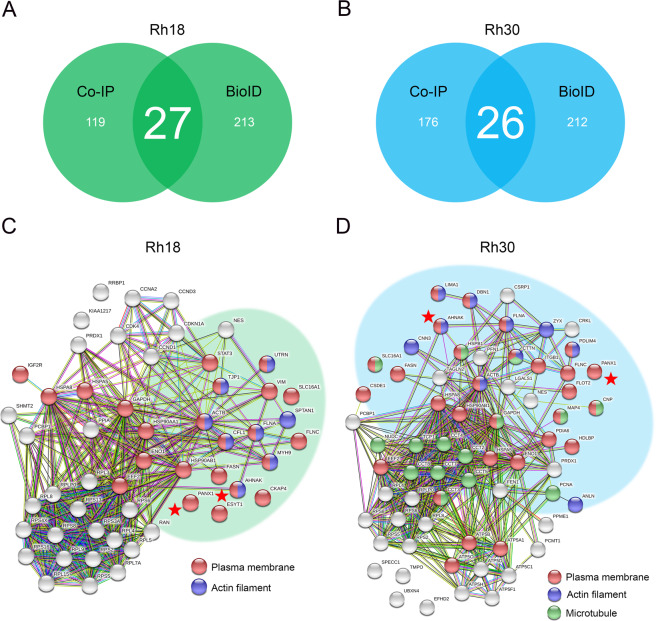
The overlapping hits identified from BioID and Co-IP using PANX1-enriched subcellular fractions revealed an interactome consisting of plasma membrane-, actin filament-, and microtubule-associated proteins. The total protein hits in Rh18 (eRMS) and Rh30 (aRMS) cells identified by both BioID and co-IP using Myc-PANX1 enriched fractions were analyzed. Venn diagrams show 27 and 26 overlapping protein hits between the two HPLC-ESI-MS/MS approaches with Rh18 (**A**) and Rh30 (**B**) cells, respectively. STRING protein interaction network analysis of the overlapping hits from Rh18 (**C**) and Rh30 (**D**) cells. The proteins in the network are labeled according to their respective cell component GO terms: plasma membrane (red), actin microfilament (blue) and microtubules (green). PANX1 and the top hit AHNAK are marked with a red star. The shaded areas show clusters of plasma membrane associated protein hits.

### PANX1 tumor inhibitory function in RMS is dependent on its interaction with AHNAK

To start assessing the functional relevance of the PANX1 interactome discovered here, we first wanted to confirm the physical interaction of PANX1 with AHNAK; the highest ranked protein hit from BioID and detected by co-IP using enriched subcellular fractions. AHNAK is a large scaffold protein [24, 38, 39] that has been shown to regulate the proliferation, migration and invasion of mesothelioma [25], triple negative breast cancer [27] and pancreatic cancer cells [40]. However, the functional role of AHNAK in RMS and its interaction with PANX1 were unknown. Co-IP was performed using whole lysates of Rh18 and Rh30 cells expressing PANX1. ACTB was chosen as a positive control since PANX1 has been shown to interact with components of actin filaments [41]. ACTB was also identified as a PANX1 interactor from our BioID and subcellular fractionation/co-IP results. As expected, ACTB was co-immunoprecipitated with Myc-PANX1 in Rh18 (Fig. 6A) and Rh30 (Fig. 6B) cells. PANX1 was also pulled-down with endogenous AHNAK in both Rh18 (Fig. 6C) and Rh30 (Fig. 6D) cells and was not detected when lysates were incubated with beads alone; thereby further validating this novel PANX1 interactor.

**Fig. 6:**
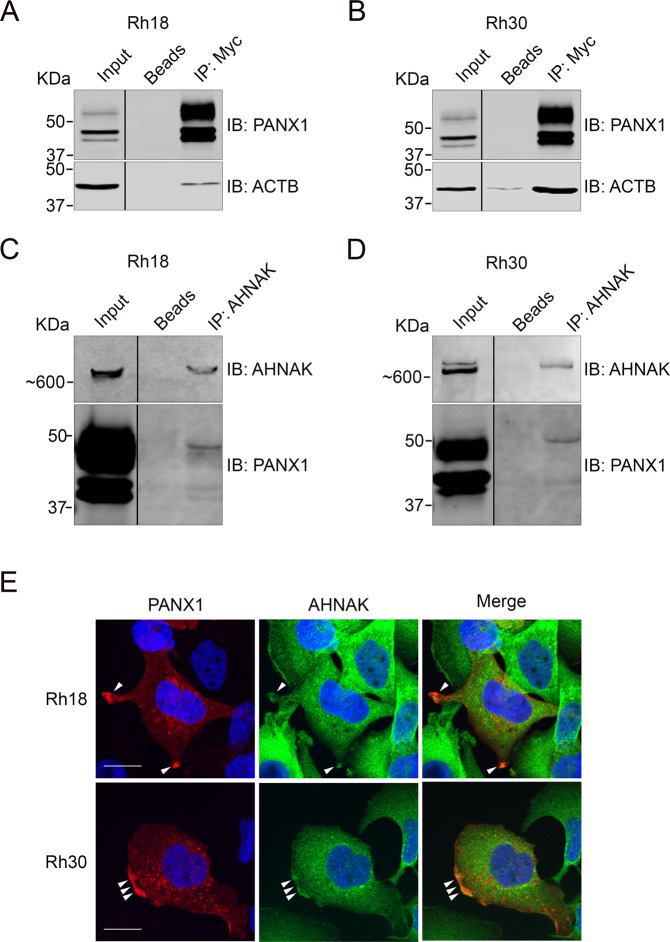
PANX1 interacts with ACTB and AHNAK. Stable Rh18 (eRMS) and Rh30 (aRMS) cells were induced to express PANX1 or Myc-PANX1 for 48 h and whole cell lysates were subjected to co-IP followed by western blotting analyses. The known PANX1 binding partner, ACTB, was pull-downed with Myc-PANX1 in Rh18 (**A**) and Rh30 (**B**) lysates using anti-Myc antibodies. In addition, PANX1 was pull-downed with AHNAK in both Rh18 (**C**) and Rh30 (**D**) lysates using anti-AHNAK antibodies. All western blots are representative of three independent experiments. **E** Immunofluorescence confocal laser microscopy showing colocalization (arrowheads) of transiently expressed PANX1 (red) and endogenous AHNAK (green) in Rh18 and Rh30 cells. DAPI-stained nuclei are shown in blue. Bar = 20 µm.

PANX1 is localized both in intracellular compartments and at the plasma membrane in Rh18 and R30 cells [10]. As AHNAK has been reported in many subcellular localizations such as the nucleus [42, 43], cytoplasm [44–47], and plasma membrane [38, 44, 47–49] including pseudopodia [50], immunofluorescence confocal microscopy was performed to examine in which cellular compartment PANX1 and AHNAK may interact. Confocal microscopy images (Fig. 6E) of Rh18 and Rh30 transiently expressing PANX1 showed PANX1 and AHNAK mainly in intracellular compartments but also at, or associated with, the plasma membrane. Notably, a pool of PANX1 and AHNAK were found localized at the plasma membrane within structures resembling pseudopodia [50] (arrowheads), suggesting that a population of PANX1 and AHNAK interact in specialized plasma membrane compartments.

To interrogate the functional role of this interaction, AHNAK was knocked down in PANX1-expressing Rh18 (Fig. 7A) and Rh30 (Fig. 7B) cells. As PANX1 reduces RMS cell proliferation and migration, and sensitizes RMS cells to anoikis [10], we used assays reflective of each phenotype. Indeed, Rh18 and Rh30 transfected with AHNAK siRNA or the scramble non-targeting control (NTC) were treated with or without cumate to induce PANX1 expression [10] prior to Alamar Blue viability, scratch wound migration, or soft agar anoikis assays. We found that AHNAK knockdown abrogated the PANX1-mediated reduction in Rh18 (Fig. 7C) and Rh30 (Fig. 7D) cell viability seen in their respective NTC siRNA counterparts. A partial reversal of the PANX1-mediated reduction in migration of PANX1-expressing Rh18 (Fig. 7E) and Rh30 (Fig. 7F) cells was observed when AHNAK expression was knocked down. Reduction of AHNAK expression completely reversed the PANX1-mediated sensitization to anoikis in Rh18 (Fig. 7G) cells, while a partial effect was observed in Rh30 (Fig. 7H) cells, compared to their respective controls. To further confirm our findings, we used shRNA as an alternative AHNAK knockdown strategy. Our cumate-inducible stable Rh18 (Fig. 7I) and Rh30 (Fig. 7J) cells were further engineered to express either NTC or AHNAK-targeting shRNA under a doxycycline switch [10, 51]. In accordance with our previous results, shRNA-mediated AHNAK knockdown in both Rh18 (Fig. 7K) and Rh30 (Fig. 7L) cells showed significant mitigation of PANX1-mediated reduction in cell viability. Altogether, these results indicate that the PANX1 tumor inhibitory function in RMS involves its interaction with AHNAK.

**Fig. 7:**
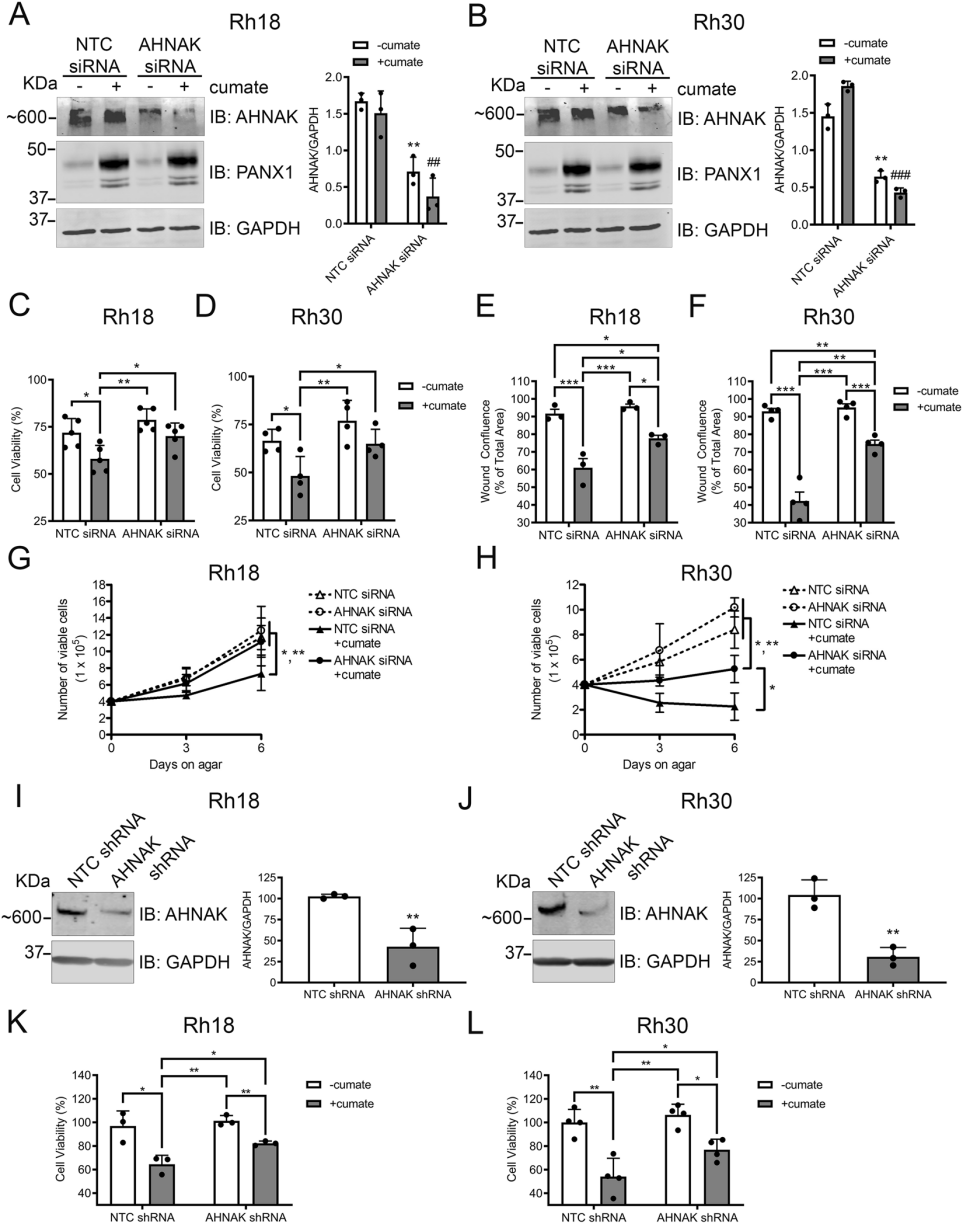
AHNAK knockdown significantly reversed the PANX1-induced suppression of malignant properties in RMS cells. Rh18 (eRMS) and Rh30 (aRMS) cells were transiently transfected with siRNA targeting AHNAK or a scrambled siRNA non-targeting control (NTC). Representative western blots of Rh18 (**A**) and Rh30 (**B**) cells and their respective quantifications (*n* = 3) of AHNAK levels 72 h following siRNA-mediated knockdown (KD). GAPDH was used as a loading control. **P < 0.01 compared to NTC siRNA (−cumate); ^##^*P* < 0.01 and ^###^*P* < 0.001 compared to NTC siRNA (+cumate). PANX1 expression was induced with 30 µg/mL of cumate 48 h post AHNAK KD and then subjected to Alamar blue viability, scratch wound migration, and soft agar anoikis assays. Alamar blue assay of Rh18 (*n* = 5) (**C**) and Rh30 (*n* = 4) (**D**) showing percent (%) cell viability normalized to NTC siRNA (-cumate) of the respective cell line. *P < 0.05 and **P < 0.01. Wound closure of Rh18 (*n* = 3) (**E**) and Rh30 (*n* = 4) (**F**) cells, were monitored for 60 or 80 h, respectively. The confluence of the wound area at the endpoint is shown as a percentage of the NTC siRNA (−cumate) from the respective cell line. *P < 0.05, **P < 0.01 and ***P < 0.001. Rh18 (*n* = 4) (**G**) and Rh30 (*n* = 3) (**H**) cells were grown in suspension for 6 days and the number of viable cells counted by Trypan Blue dye exclusion assay on days 0, 3, and 6 are shown. Day 0 denotes the time of cell seeding on soft agar. *P < 0.05 and **P < 0.01. Stable Rh18 and Rh30 cells were treated with 50 ng/µL doxycycline for 96 h to induce the expression of AHNAK shRNA or its NTC shRNA and then analyzed by western blotting to assess AHNAK KD efficiency. Representative western blots and their respective quantifications (*n* = 3) of AHNAK levels in Rh18 (**I**) and Rh30 (**J**). GAPDH was used as a loading control. **P < 0.01 compared to NTC shRNA. For Alamar blue viability assay, stable Rh18 and Rh30 cells were treated with 30 µg/mL of cumate for 48 h to allow PANX1 expression post shRNA-mediated AHNAK KD. Results are expressed as percent (%) cell viability of NTC shRNA of either Rh18 (*n* = 3) (**K**) or Rh30 (*n* = 4) (**L**) cells in the absence of PANX1 overexpression (−cumate). *P < 0.05 and **P < 0.01. All results are expressed as mean ± s.d.

## Discussion

We had previously demonstrated that PANX1 alleviates RMS malignant properties [10]. However, the molecular mechanisms involved remained to be investigated. Here, we have taken a combination of unbiased genome-wide approaches to provide a comprehensive view of the PANX1 transcriptome and interactome in RMS. We found that PANX1 modulates the expression of genes involved in numerous BPs characteristic of cancer including, in descending order of significance, cell–cell adhesion, extracellular matrix disassembly, regulation of apoptosis, migration, and cellular morphology. Notably, regulation of apoptosis and cell migration were reflective of our previously reported PANX1-mediated inhibition of RMS migratory capacity and induction of apoptosis [10] and providing insights for potential responsible genes. 

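In the RNA-seq of Rh30 cells, CASP2 (XLOC_020811, chromosome 7 of hg19, 142985308 to 143004789), which encodes caspase 2, had 0.12 ± 0.0339 FPKM (SD, n = 3) in GFP and 0.692 ± 0.111 (SD, n = 3) in PANX1 cells. The PANX1 libraries had 0.808, 0.589 and 0.678 FPKM, and the log2 ratio of the means stayed between 2.34 and 2.75 with each library left out in turn. Its change on the log2(FPKM + 1) scale was 0.59 (standard error 0.197, adjusted p = 0.0219 from limma with Benjamini-Hochberg adjustment), with an adjusted p of 0.0228 with the replicate number as a block. After corrections chosen once the data had been seen, the change was 0.66 with an adjusted p of 0.0648 for GC content, 0.66 and 0.0499 for GC content with the block, and 0.74 and 0.0330 for GC content and length. With one library left out in turn, the limma change stayed between 0.54 and 0.64. The adjusted p ranged from 0.00142 to 0.189 and was above 0.05 in 4 of the 6 fits. That range does not describe CASP2 alone, because the adjusted p also depends on the rest of the table. In the whole table, 426 higher genes were past the threshold with all libraries, and 8, 14 and 51 without GFP replicate 1, 2 and 3.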

For instance, the transcript of caspase 2, the most conserved caspase family member across species [52, 53], is found to be significantly upegulated in RMS cells expressing ectopic PANX1. Interestingly, PANX1 is a recognized target of caspase 3 and the cleavage of its c-terminal tail aids the progression of apoptosis [54]. We also found MAPK and Rap1 signaling pathways being significantly implicated in PANX1-expressing RMS cells. Induction of p38 MAPK signaling by a constitutively active mutant form of MAPK kinase 6 promotes terminal differentiation of RMS cells [55] and PKCα-mediated activation of MAPK cascades results in RMS cell growth arrest and differentiation [56]. Moreover, the crosstalk between MAPK and Rap1 signaling pathways has been shown to regulate metastasis of numerous cancers [57]. Future research may unveil whether PANX1 acts through MAPK and Rap1 signal transduction to reduce the proliferation and migration capacities of RMS cells [10]. To our surprise, the transcript and protein levels of Cx43 are increased by ectopic expression of PANX1 in RMS cells. As Cx43 overexpression in RMS has been shown to inhibit its proliferation and promote cellular fusion, an early step of myogenic differentiation [29], PANX1 may work in synergy with Cx43 to suppress RMS malignant phenotypes.

Notably, 43 of the top 50 protein hits from BioID between eRMS and aRMS cells are identical, suggesting that PANX1 inhibits the RMS malignant phenotype through similar mechanisms in both histological subtypes. The majority of the proteins in the PANX1 interactome are associated with the plasma membrane where PANX1 is known to localize and function [8]. However, due to the long half-life of PANX1 [11], plasma membrane bound proteins with weak or transient interactions with PANX1 may be overrepresented by extensive biotinylation. Moreover, as the number and spatial accessibility of lysine residues correlate with the level of biotinylation [31, 58], candidate proteins of large size may also be overrepresented. Nonetheless, these proteins may still be genuine interactors of PANX1 thus warranting further confirmation by Co-IP. The diverse localization pattern of the 14 mutually exclusive proteins in the cytosolic, cytoskeletal, and plasma membrane compartments suggest that these phosphoproteins were likely biotinylated during the trafficking of BirA*-PANX1 to the plasma membrane or were signaling molecules that traversed between multiple cellular compartments in RMS. The physical interaction between PANX1 and the actin cytoskeleton scaffold has been proposed to be responsible for the mechanosensitive opening of PANX1 channels in several cell types [59–62]. In addition, Panx1 has been suggested to regulate murine neurite migration and extension by remodeling their actin cytoskeleton through interaction with an actin cytoskeleton modulating protein, actin-related protein 3 (Arp3) [22]. We also found components of the actin cytoskeleton in our PANX1 interactome database, which together with our co-IP data of Myc-PANX1 and ACTB using whole-cell lysates, further confirmed this interaction in RMS. However, the ARP family of proteins was not found in our PANX1 interactome suggesting alternative mechanisms for PANX1 to regulate RMS cell migration for which the interaction of PANX1 with AHNAK may shed clues. Our data suggest that PANX1 interacts with AHNAK in specialized plasma membrane compartments resembling pseudopodia, which are known to be associated with tumor cell migration and invasion [27, 40, 50, 63, 64]. Interestingly, AHNAK has been implicated in the regulation of cell membrane cytoarchitecture, as well as pseudopod protrusion via interaction with Annexin A2, septin-9, and Ca^2+^-dependent S100 proteins [39, 50], which have both been shown to contribute to cancer metastasis [25–27, 50, 65]. Both Annexin A2 and the pseudopodia specific protein septin-9 [50] were found in the PANX1 interactome. Aside from migration, AHNAK has also been shown to regulate proliferation of several cancers [27, 63] and enhances the PKCα signaling pathway in fibroblast [66] which coincides with our RNA-seq data.

Collectively, we provide the first comprehensive transcriptomic and proteomic databases of PANX1 and further demonstrate their usefulness for exploring novel signaling mechanisms such as the newly described interaction of PANX1 with AHNAK. The functional dependence of AHNAK in PANX1-mediated regulation of RMS cell proliferation, migration, and anoikis provides the first insights into the molecular mechanism by which PANX1 inhibits RMS malignant properties. We expect that our transcriptomic and proteomic databases will foster new research and extend our current knowledge of the mechanism regulating PANX1, together with PANX1-mediated downstream signaling pathways in RMS and other cellular contexts.

## Material and methods

### Cells

Rh18 and Rh30 cell lines were from Dr. P. Houghton (St. Jude Children’s Hospital, Memphis, TN). HEK293T cell line was from the American Type Culture Collection. See “Supplementary Material and methods” for detailed information.

### Subcloning, transfection, and stable cell lines generation

pcDNA3.1-MCS-Bir*A(R118G)-HA was a gift from Kyle Roux (plasmid #36047, Addgene, Cambridge, MA) [31]. *PANX1* cDNA (Origene, Rockville, MD) was subcloned into pcDNA3.1-MCS-BirA*(R118G)-HA. PANX1-BirA*(R118G)-HA, and *Myc-PANX1* cDNA (Origene) were subcloned into the pCDH-CuO-MCS-EF1-GFP lentiviral vector (System Biosciences, CA). All constructs were verified by sequencing. See “Supplementary Material and methods” for detailed information.

Transfections were performed using Lipofectamine 2000 Reagent (Thermo Scientific, Waltham, MA). SparQ^TM^ Cumate Switch Inducible System (System Bioscience) was used to generate stable cell lines [10]. Cumate (System Bioscience) was used at 30 µg/mL.

### RT-qPCR

Stable Rh30 cells were treated and analyzed as described in “Supplementary Material and methods”.

### RNA sequencing and data analysis

Stable Rh30 cells were treated with cumate for 48 h. Total RNA was extracted using RNeasy Mini Kit (Qiagen, Germantown, MD) and submitted to Princess Margaret Genomics Centre (Toronto, ON, Canada) for RNA-seq analysis on an Illumina HiSeq2000 sequencing platform. See “Supplementary Material and methods” for detailed information.

### Western blotting

Cell lysates were obtained and analyzed as previously described [6, 67]. See “Supplementary Material and methods” for detailed information on antibodies and their dilutions.

### Dye uptake assay

Sulforhodamine B dye uptake assay was performed as previously described [10]. See “Supplementary Material and methods” for detailed information.

### 3D tumor spheroid assay

3D tumor spheroid assay was performed as previously described [10]. See “Supplementary Material and methods” for detailed information.

### BioID

BioID was performed according to Roux et al. [31]. See “Supplementary Material and methods” for detailed information.

### co-IP using enriched subcellular fractions

Subcellular fractionation from cells grown in five 15-cm dishes was performed according to Fowler et al. [33]. A total of 24 fractions were collected per sample. Myc-PANX1-enriched fractions were pooled and the buffer exchanged for IP lysis buffer (150 mM NaCl, 10 mM Tris-HCl, pH 7.4, 1 mM EDTA, 0.5% NP-40, and 1% Triton X-100) prior to performing the co-IP. See “Supplementary Material and methods” for detailed information.

### Mass spectrometry and proteomic analysis

Mass spectrometry was carried out at the Ottawa Institute of System Biology. See “Supplemental Material and methods” for detailed information.

### co-IP using whole-cell lysates

Cells were lysed using IP lysis buffer, as described above. Pre-cleared lysates were incubated with 5–8 µg of antibodies for 16 h, and then with 20 µL of freshly prepared protein A/G plus agarose beads (Thermo Fisher) for 60 min. Beads were washed, boiled in Laemmli buffer, and eluates submitted to western blotting.

### Confocal laser microscopy

Immunofluorescent labeling and acquisition of confocal images were described previously [10]. See “Supplementary Material and methods” for detailed information.

### Proliferation assay

Cells were subjected to a BrdU cell proliferation assay as previously described [10]. See “Supplementary Material and methods” for detailed information.

### RNA interference

Cells were transfected with 5 nM of Silencer^®^ Select siRNA targeting *AHNAK* (Sense: CCAUCUACUUUGACAACCUtt; Anti-sense: AGGUUGUCAAAGUAGAUGGtg) or its non-targeting control (NTC), Silencer^®^ Select Negative Control No. 1 (Life Technologies) for 72 h prior to analysis by western blotting for AHNAK levels or for 48 h prior to be subjected to various functional assays.

shRNA (TRCN0000130911) targeting *AHNAK* (Forward 5′–3′: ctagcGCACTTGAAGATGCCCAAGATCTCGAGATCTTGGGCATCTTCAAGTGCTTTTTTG; Reverse 5′–3′: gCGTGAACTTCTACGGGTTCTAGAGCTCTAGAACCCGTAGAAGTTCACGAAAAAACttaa) and or its NTC (Forward 5′–3′: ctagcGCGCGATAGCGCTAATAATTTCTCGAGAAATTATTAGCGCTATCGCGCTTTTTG; Reverse 5′–3′: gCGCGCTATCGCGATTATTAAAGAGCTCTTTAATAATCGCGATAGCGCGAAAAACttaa) were subcloned into EZ-Tet-pLKO-Hygro plasmid (a gift from Cindy Miranti, plasmid # 85972, Addgene), and packaged into lentiviruses using pMD2.G and psPAX2 packaging plasmids (gifts from Didier Trono, Addgene plasmids # 12259 and 12260) [51]. Cumate-inducible Rh18 and Rh30 cells [10] were used to generate the shRNA stable cells. Resulting cells were under cumate and doxycycline (50 ng/µL; Sigma-Aldridge) switch for PANX1 and shRNA expression, respectively.

### Alamar blue viability assay

Cells were incubated with 0.15 g/mL Alamar Blue (Sigma-Aldridge) for 2 h and read on a Synergy HTX plate reader (BioTek, VT) equipped with excitation;emission filter set at 530/25; 590/25 nm. See “Supplementary Material and methods” for detailed information.

### Migration assay

Migration assay was performed as previously described [10]. See “Supplementary Material and methods” for detailed information.

### Soft agar anoikis assay

Cells were seeded on 1% Noble agar (BD Biosciences, San Jose, CA) and viable cells counted [10]. See “Supplementary Material and methods” for detailed information.

### Data deposition

Raw fastq files from the RNA-seq used for bioinformatical analyses and the Shinny DE database can be accessed from Gene Expression Omnibus database (GSE144102). RAW spectra files from BioID and the Shinny DE database are deposited in the Center for Computational Mass Spectrometry (MassIVE MSV000084867).

### Statistics

Unpaired two-tailed Student’s *t* tests and analysis of variance followed by Tukey’s or Bonferroni *post hoc* tests were used. Results are given as mean ± s.d. Results with *P* < 0.05 were considered significant. Each experiment was performed at least three times (*n* = 3). The exact number of times each experiment was performed is indicated in the figure legends. The individual data points are also displayed on the graphs.

## Supplementary information

Supplemental Material and Methods

Supplemental Table S1

Supplementary Legends

# Supplementary material for: Identification of pannexin 1-regulated genes, interactome, and pathways in rhabdomyosarcoma and its tumor inhibitory interaction with AHNAK
**Source:** Oncogene. 2021 Feb 9;40(10):1868–83. doi: 10.1038/s41388-020-01623-2
**Supplement:** Supplementary file 1 — Supplemental Material and Methods

**SUPPLEMENTAL MATERIAL AND METHODS**

***Cell Lines and Culture Conditions***

Patient-derived rhabdomyosarcoma cell lines Rh18 (eRMS) and Rh30 (aRMS) lines, representing each of the main RMS subtype, were obtained from Dr. P. Houghton (St. Jude Children’s Hospital, Memphis, TN) whereas HEK293T cell line was purchased from the American Type Culture Collection. The parental Rh18 and Rh30 cell lines were cultured in RPMI-1640 media supplemented with 10% FBS and 1% penicillin/streptomycin. The doubling time of parental Rh18 and Rh30 cells are 34.0 *±* 1.5 and 38.8 *±* 5.6 hours, respectively. Stable inducible Rh18 and Rh30 cell lines for GFP, PANX1, Myc-PANX1 and BirA*-PANX1 expression were cultured in the same RPMI-1640 media with additional 100 µg/mL geneticin and 2 µg/mL puromycin. Hygromycin was further added at 50 µg/mL for maintaining stable Rh18 and Rh30 cells lines for AHNAK or NTC shRNA expression. HEK293T cell line was cultured in Dulbecco's modified Eagle's Medium (DMEM) media supplemented with 10% FBS and 1% penicillin/streptomycin. All cell cultures were incubated at 37°C, 5% CO_2_ and all tested negative for mycoplasma.

***Subcloning, Transfection and Generation of Stable Cell Lines***

BioID plasmid pcDNA3.1-MCS-BirA*(R118G)-HA was a gift from Kyle Roux (plasmid #36047, Addgene, Cambridge, MA)^1^. *PANX1* cDNA (Origene, Rockville, MD) was subcloned into pcDNA3.1-MCS-BirA*(R118G)-HA. *Myc-PANX1* cDNA (Origene, Rockville, MD) and *PANX1-BirA*(R118G)-HA (BirA*-PANX1)* were then subcloned into the pCDH-CuO-MCS-EF1-GFP lentiviral vector (System Biosciences, Palo Alto, CA). Stable cumate-inducible cell lines were generated using SparQ Cumate Switch Inducible System (System Bioscience) through lentiviral infection. Briefly, Rh18 and Rh30 cells stably expressing CymR repressor (pCDH-EF1-CymR-T2A-Neo lentivector) were transduced with pCDH-CuO-Myc-PANX1-EF1-GFP (Myc-PANX1) and pCDH-CuO-BirA*-PANX1-EF1-GFP (BirA*-PANX1) lentiviruses and selected using puromycin. Stable cumate-inducible cell lines for PANX1 expression or their empty plasmid control (GFP) were generated previously^2^. Expression of PANX1, Myc-PANX1, and BirA*-PANX1 was induced with 30 µg/mL cumate (System Bioscience).

Transient transfections were performed using Lipofectamine 2000 Reagent (Thermo Scientific, Waltham, MA).

***RNA Sequencing and Data Analysis***

Inducible stable Rh30 cells were treated with cumate for 48 hours. Total RNA was extracted using RNeasy Mini Kit (Qiagen, Germantown, MD) and submitted to Princess Margaret Genomics Centre (Toronto, ON, Canada) for RNA-seq analysis on an Illumina HiSeq2000 sequencing platform. The RNA Integrity Number (RIN) was 10 for all sequenced samples. Total purity filtered reads sequenced generated were 80,991,098, 93,328,541, and 156,294,622 for the biological replicates of GFP control samples, and 89,903,239, 102,149,600, and 105,348,940 for the matching replicates of PANX1-expressing samples. Overall read quality was checked using FASTQC v.0.11.2 RNA-SeQC (v1.1.7) software. Raw sequence data, in the form of FASTQ files, was aligned to the human genome (hg19, iGenome GTF definition file) using the BOWTIE/TOPHAT pipeline (BOWTIE v2.2.3, TOPHAT 2.0.13)^3^. Accessory programs for the alignment stage included SAMTOOLS (v1.0) and CUTADAPT (v1.7.1). Transcript assembly, abundance estimation, and tests for differential regulation were done using CUFFLINKS (v2.2.1). Genes with a false discovery rate (q value) < 0.05 were considered significantly changed, and genes with a log_2_ fold change > 1 or < -1 were denoted as up- or down-regulated. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (https://david.ncifcrf.gov/) against a background species of the *H. sapiens*^4^. Enrichment of GO Biological Process (BP) terms and KEGG pathways were considered statistically significant when the Fisher’s exact p-values were < 0.05.

***RT-qPCR***

Inducible stable Rh30 (aRMS) cells were treated with cumate for 48 hours prior to extraction of total RNA using RNeasy Mini Kit (Qiagen). Total RNA was DNase-treated with TURBO DNA-free^TM^ kit and reverse transcribed into cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher). qPCR was performed with SsoAdvanced SYBR Green^TM^ Super Mix using 50 ng cDNA with the following gene-specific validated primers (Origene): *MMP2*: forward 5’- AGCGAGTGGATGCCGCCTTTAA-3’; reverse 5’- CATTCCAGGCATCTGCGATGAG-3’, *TRAF2*: forward 5’- GAGCAGAAGGTCTTGGAGATGG-3’; reverse 5’- GCAGACACATCTTGTAGCCGTAC-3’, *APOBEC2*: forward 5’- AGAACCTGGACGACCCTGAGAA-3’; reverse 5’- CAACCACATAGCAGAGGAAGGTC-3’, *MARCKS*: forward 5’- CTCCTCGACTTCTTCGCCCAAG-3’; reverse 5’- TCTTGAAGGAGAAGCCGCTCAG-3’, *GAPDH*: forward 5’- GTCTCCTCTGACTTCAACAGCG-3’; reverse 5’- ACCACCCTGTTGCTGTAGCCAA-3’. Relative expression was determined using the comparative Ct method.

***Western Blotting***

Lysates were separated by SDS-PAGE, transferred to PVDF membranes, and probed with anti-Cx43 (1:2000; Sigma-Aldrich, Cat#: C6219), PANX1 (Sigma-Aldrich, Cat#: HPA016930), Myc (Cell Signaling Technologies, Danvers, MA, Cat#: 2276), ACTB (Santa Cruz, TX, Cat#: sc-47778), AHNAK (AVIVA Systems, San Diego, CA, Cat#: OAEE00010), or GAPDH (1:5000; Advanced ImmunoChemical, Long Beach, CA, Cat#: 2RGM2). Alexa 680- (Thermo Scientific, Cat#: A-31553) or infrared fluorescent-labeled secondary antibodies IRDye 800 (Rockland Immunochemicals, Pottstown, PA, Cat#: 610-132-121) were used. For detection of biotinylated proteins, Streptavidin-Alexa Fluor 790 (Jackson ImmunoResearch, PA, Cat#: 016-650-084) was utilized. Immunoblots were processed and quantified using the Odyssey infrared-imaging system (LI-COR Biosciences, Lincoln, NE). All primary antibodies were used at 1:1000 unless otherwise specified. All secondary antibodies were used at 1:5000.

***Dye Uptake Assay***

HEK293T cells were transiently transfected with GFP, PANX1, BirA*-PANX1, or Myc-PANX1 constructs in 35 mm collagen-coated dishes. At 48 hours post-transfection, cells were washed twice with sterile Dulbecco’s-PBS (PBS plus 0.1 g/l CaCl_2_ anhydrous and 0.1 g/l MgCl_2_.6 H_2_O, pH 7.4) on ice and mechanically stimulated with a continuous drip of 800 µl of sulforhodamine B dye (2 mg/ml prepared in Dulbecco’s-PBS) released from a height of 2.5 cm above the dish. The stimulation was repeated two times and cells were then incubated with the dye on ice for 5 minutes. The cells were washed 10 times with cold Dulbecco’s-PBS prior to examining the dye uptake under a fluorescent microscope (Olympus IX51). Four fluorescent and their corresponding phase-contrast image fields were collected at the drip target site using a 20x objective. The % of dye uptake incidence was calculated as (the number of cells that took the dye/the total number of cells) x 100 for each of the four field and then averaged for each experiment (n=4)^2^.

***3D Tumor Spheroid Assay***

3D spheroid assay was performed and quantified using IncuCyte ZOOM Live Cell Imaging System (Essen Bioscience) and its accompanying software as previously described^2^. Briefly, stable Rh18 and Rh30 cells expressing PANX1, BirA*-PANX1 or empty plasmid (GFP) were pre-treated with cumate for 16 hours and then seeded in ultralow adhesion (ULA) 96-well plates at 5,000 cells per well. Mean image fluorescence, a surrogate measurement of 3D tumor growth, was quantified using IncuCyte ZOOM Live Cell Imaging System every 2 hours for 200 hours.

***BioID***

BioID was performed according to Roux *et al.*^5^. Briefly, stable Rh18 (eRMS) and Rh30 (aRMS) were treated with 30 µg/mL cumate for 24 hours to induce expression of BirA*, Myc-PANX1 and BirA*-PANX1. The cells were then further incubated with 50 µM biotin for another 24 hours before harvesting, as BirA* typically takes 16-18 hours to reach saturation in these conditions^1^ and Panx1 has a half-life of about 21 hours^9^. The cells were sonicated using a VCX 130 Sonic Vibra-Cell^TM^ sonicator (Sonics & Materials, TC) set to 20% amplitude and 5 s/pulse till the lysate became clear. The biotinylated proteins were captured by incubating with Pierce™ NeutrAvidin™ Agarose (Thermo Scientific) beads for 18 hours at 4 ℃ on a rotator. To prepare for mass spectrometry, the beads were washed and re-suspended in 200 µL of 50 mM ammonium bicarbonate, incubated in 10 mM TCEP at 40 ℃ for 30 minutes and then reduced in 20 mM iodoacetamide for 30 minutes in the dark at 25 ℃. On-bead digestion was performed by adding 1/20 total sample volume of MS grade trypsin protease (Thermo Scientific) and incubating for 16 hours at 37 ℃ on a rotator. The reaction was stopped by adding 2% v/v formic acid and the samples were immediately submitted for LC-MS/MS analysis.

***co-IP using Enriched Subcellular Fractions***

Subcellular fractionation was performed according to Fowler *et al.*^6^ with modifications to accommodate cells as starting analytes. Stable Rh18 (eRMS) and Rh30 (aRMS) cells were grown to 90% confluence in 15 cm dishes and then treated with 30 µg/mL cumate for 48 hours to induce Myc-PANX1 expression. Their respective GFP-expressing cells were grown and treated alongside as controls. The cells were collected using a cell scraper and each sample was pooled from five 15 cm dishes. The cells were transferred into a Dounce homogenizer (Sigma-Aldrich, MO) and 100 strokes were applied to complete the lysis. The nuclei and cellular debris were removed by centrifuging at 800x g for 5 minutes at 4 ℃. The post nuclear supernatants (PNS) were then concentrated down to 1.4 mL using Amicon Ultra-15 Centrifugal Filter Units with a 10 kDa molecular weight cut-off (Millipore, MA) by centrifuging at 4000x g for 90 minutes at 4 ℃. The concentrated PNS were mixed with OptiPrep™ Density Gradient Medium (OP) (Sigma-Aldrich) to reach a final OP concentration of 30%. The 30% OP/PNS solution was added into polyallomer centrifuge tubes (VWR, PA) on which a discontinuous gradient of 25%, 20%, 17.5% and 10% of OP were overlaid sequentially. The gradients were assembled into a SW41 Ti rotor (Beckman Coulter, IN) and centrifuged at 200,000x g for 16 hours at 4 ℃ (acceleration = 1, deceleration = 0). A total of 22 fractions were collected from each sample and the Myc-PANX1 enriched fractions and their corresponding fractions in the GFP controls were pooled according the Western blotting results. The buffer of the pooled lysates was exchanged for IP lysis buffer (150 mM NaCl, 10 mM Tris-HCl, pH 7.4, 1 mM EDTA, 0.5% NP-40, and 1% Triton X-100) by three concentration and re-suspension cycles using the centrifugal devices and 2.5 mg of each pooled lysates were subject to co-IP. Each lysate was pre-cleared with 50 µL of beads, then added into 100 µL of agarose beads pre-adsorbed with 5 ug of anti-Myc antibodies and incubated on a rotator for 16 hours at 4 ℃. The beads were prepared for LC-MS/MS analysis as described above.

***Mass Spectrometry and Proteomic Analysis***

Mass spectrometry was carried out at the OISB (Ottawa Institute of System Biology). Briefly, the trypsin-digested peptides were desalted on Sep-Pak^®^ C18 columns (Waters, MA), dried down in SpeedVac (Thermo Scientific) and reconstituted in 0.5% (v/v) formic acid before analysis by high-performance liquid chromatography/electrospray ionization tandem mass spectrometry (HPLC-ESI-MS/MS). The acquired MS/MS spectra were searched against the human International Protein Index (IPI) protein sequence database (v3.85) using Maxquant with the label free quantitation (LFQ) option and a biotin variable modification was added for BioID^7^. The false discovery rate (FDR) was set to ≤ 1% on both protein and peptide level. Quantification was performed using normalized LFQ intensity. The number of unique peptides of each protein was further scored and ranked using the respective background controls; for BioID, the unique peptide number from BirA*-PANX1 was divided by those from Myc-PANX1 + 0.1 for each protein and ranked according to this ratio, and for subcellular fractionation combined with co-IP, the unique peptide number from Myc-PANX1 was divided by those from GPF + 0.1 for each matched protein. A cut-off unique peptide score of 1 was set for proteins found by either BioID or subcellular fractionation combined with co-IP. Overlapped protein hits were identified using Venny v2.1.0 (<https://bioinfogp.cnb.csic.es/tools/venny/>). Protein-protein interaction networks of the overlapped hits were predicted by STRING v11.0 (<https://string-db.org/>) with the interaction score set to medium, the maximum interactors to be displayed in the 1^st^ shell set to 10, and the network clustering set to ‘no clustering’. GO (Cellular Component) terms plasma membrane (GO: 0005886), actin cytoskeleton (GO: 0015629) and microtubule cytoskeleton (GO: 0015630) were selected to highlight the interactors accordingly.

***Confocal Laser Microscopy***

Rh18 (eRMS) and Rh30 (aRMS) on glass coverslips were transfected with Myc-PANX1 for 48 hours prior to fixation in 3.7% PFA for 20 minutes at room temperature. The fixed cells were blocked and permeabilized in 2% BSA and 0.1% Triton X-100 for 45 minutes and then sequentially labeled with anti-PANX1 (1:200; Sigma-Aldrich, Cat#: HPA016930), Alexa Fluor 594 conjugated anti-rabbit IgG (1:500; Thermo Fisher, Cat#: A-11012), anti-AHNAK (1:50; AVIVA Systems, Cat#: OAEE00010), and Alexa Fluor 488 conjugated anti-mouse IgG (1:500; Thermo Fisher, Cat#: A-11001) for 45 minutes each with PBS washes in between. The cells were then mounted with DAPI-Fluoromount G^TM^ (Thermo Fisher) and viewed with an Olympus Fluoview FV-1000 Laser Confocal Microscope equipped with a 60X oil objective. Image acquisition was performed with the Fluoview software. All settings were kept constant during image acquisition.

***Proliferation Assay***

Rh18 (eRMS) and Rh30 (aRMS) cells were transfected with either PANX1 or Myc-PANX1 and their respective empty vector (EV) or GFP controls. Twenty four hours post-transfection, cells were incubated with 10 µM BrdU (Sigma-Aldrich) for either 3 hours (Rh18) or 1 hour (Rh30) and processed for immunohistochemistry^2^. Briefly, the cells were fixed on glass coverslips for 20 minutes at room temperature in 3.7% PFA, washed with PBS. The fixed cells were blocked with 2% BSA with 0.1% Trinton X-100 for 45 minutes, and then incubated in 2N HCl for 20 minutes to nature the nuclear DNA. The cells were labeled sequentially with anti-BrdU (1:200; Thermo Fisher, Cat#: B35128), Alexa Fluor 594 conjugated anti-mouse IgG (1:500, Thermo Fisher, Cat#: A-11032), anti-PANX1 (1:200; Sigma-Aldrich, Cat#: HPA016930) and Alexa Fluor 488 conjugated anti-rabbit IgG (1:500, Thermo Fisher, Cat#: A-11008) with PBS washes in between. The labeled cells were then mounted using DAPI-Fluoromount-G^TM^ (Thermo Fisher). Ten random field images per sample were taken using a fluorescent microscope equipped with a 20X objective and the number of BrdU positive nuclei from total transfected cells (positive for GFP- or Myc-staining) were counted and quantified.

***Alamar Blue Viability Assay***

For siRNA-based knockdown, stable Rh18 (eRMS) and Rh30 (aRMS) cells were seeded in 96 well plates at 10,000 cells per well. The cells were transfected with AHNAK siRNA or NTC for 24 hours and then treated with cumate for another 48 hours before analysis. For shRNA-based knockdown, the shRNA-stable Rh18 and Rh30 cells were incubated in 50 ng/mL doxycycline (Sigma-Aldridge) for 72 hours, then seeded in 96 well plates at 20,000 cells per well. The cells were treated with and without cumate for 48 hours before analysis. Doxycycline and cumate were refreshed daily. In both knockdown approaches, the cells were incubated in culture media with 0.15 g/mL Alamar Blue (Sigma-Aldridge) for 2 hours, then the plates were read on a Synergy HTX plate reader (BioTek, VT) equipped with excitation;emission filter set at 530/25; 590/25 nm.

***Migration Assay***

Stable Rh18 and Rh30 cell lines were transfected with AHNAK siRNA or the NTC in the presence of cumate of its vehicle control (H_2_O) for 48 hours before a uniform scratch was made using the 96-well WoundMaker device (Essen Bioscience). The cells were monitored using the IncuCyte ZOOM Live Cell Imaging System (Essen Bioscience) and the green fluorescence from constitutively expressed GFP was used to measure the % of wound confluence over the period of 60 (Rh18) or 80 (Rh30) hours by its accompanying software.

***Soft Agar Anoikis Assay***

Stable Rh18 and Rh30 cell lines were transfected with AHNAK siRNA or the NTC for 24 hours and then seeded on top of 1% Noble agar (BD Biosciences, San Jose, CA) at 400,000 cells/well with and without cumate^8^. The cells were counted on Days 0 (day of cell seeding on agar), 3 and 6 by Trypan Blue (Thermo Scientific) dye exclusion using the Countess^TM^ Automated Cell Counter (Life Technologies) following the manufacturer’s instructions.

**REFERENCES**

1 Roux KJ, Kim DI, Raida M, Burke B. A promiscuous biotin ligase fusion protein identifies proximal and interacting proteins in mammalian cells. *J Cell Biol* 2012; **196**: 801–10.

2 Xiang X, Langlois S, St-Pierre ME, Barré JF, Grynspan D, Purgina B *et al.* Pannexin 1 inhibits rhabdomyosarcoma progression through a mechanism independent of its canonical channel function. *Oncogenesis* 2018; **7**. doi:10.1038/s41389-018-0100-4.

3 Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* 2012; **7**: 562–578.

4 Huang DW, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* 2009; **4**: 44–57.

5 Roux KJ. Marked by association: Techniques for proximity-dependent labeling of proteins in eukaryotic cells. *Cell Mol Life Sci* 2013; **70**: 3657–3664.

6 Fowler SL, Akins M, Zhou H, Figeys D, Bennett SAL. The liver connexin32 interactome is a novel plasma membrane-mitochondrial signaling nexus. *J Proteome Res* 2013; **12**: 2597–2610.

7 Cox J, Mann M. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat Biotechnol* 2008; **26**: 1367–1372.

8 Wolf SJ, Huynh T, Bryce NS, Hambley TW, Wakelin LPG, Stewart BW *et al.* Intracellular trafficking as a determinant of AS-DACA cytotoxicity in rhabdomyosarcoma cells. *BMC Cell Biol* 2011; **12**: 36.

9 Boassa, D, Qiu, F., Dahl G, Sosinsky G. Trafficking dynamics of glycosylated pannexin 1 proteins. Cell Commun Adhes 2008, **15**:119-132.

# Supplementary material for: Identification of pannexin 1-regulated genes, interactome, and pathways in rhabdomyosarcoma and its tumor inhibitory interaction with AHNAK
**Source:** Oncogene. 2021 Feb 9;40(10):1868–83. doi: 10.1038/s41388-020-01623-2
**Supplement:** Supplementary file 3 — Supplementary Legends

**Supplemental Table S1**

Complete list of all proteins identified by BioID. Proteins sharing identical peptides were placed in the same group in which the most abundant protein is presented with its protein and associated gene name. The unique peptides were only associated with their specific protein groups, which were used for downstream analysis.

**Supplemental Material and Methods**

Details on the material and various methods used in these studies can be found in the Supplemental Material and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

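Expression was measured by RNA-seq in 6 libraries from Rh30 cells, 3 from cultures expressing PANX1 and 3 from GFP control cultures, after 48 h with 30 µg/mL cumate. The authors aligned the reads to hg19 with TopHat 2.0.13 and Bowtie 2.2.3, estimated expression with Cufflinks 2.2.1, and deposited FPKM values for 1273 genes in each library. The deposited FPKM are already scaled for library size and gene length. The paper's text does not name the library normalization used within Cufflinks. The table contains only genes of the number the authors called at a false discovery rate under 0.05, and the remaining genes were not analysed here. FPKM values keep no read counts, and Cufflinks divides fragments between overlapping genes, so no count-based test was run and no counting interval was given. The read totals that the paper reports were not used in any computation.

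Library columns carry the group and the replicate number, and were taken as GFP or PANX1 replicates 1, 2 and 3 by the sample titles. The titles give the same replicate numbers to both groups, and the supplementary methods speak of matching replicates, which is where the pairing comes from. The sample descriptions number the cultures differently, with numbers 2 and 3 shared by both groups, and a block by those numbers was also fitted. Coordinates are those of the table on hg19, with 1 added to each start because its loci count from 0. Of the 1273 entries, 32 name more than 1 gene at a locus.

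The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 1) over all 6 libraries without a block, with Benjamini-Hochberg adjustment over the table and a threshold of 0.05. Log2 ratios are of the mean FPKM of PANX1 over that of GFP without a pseudocount, and genes listed at 0 in all GFP libraries were counted apart. For single genes an exact two-sided permutation test was run on log2(FPKM + 1), whose smallest possible p with 3 libraries against 3 is 0.1. The limma fit was tested on simulated data for 1273 genes, where it recovered 200 of 200 changed genes and called 6 unchanged genes. In simulated data for 1154 genes with a different GC slope in each library, 310 unchanged genes were called without the GC correction and 7 with it, and 110 and 200 of the 200 changed genes were recovered. In both simulations the noise was the median SD of the GFP libraries, the same for every gene and library. The changes were log2 1 or -1, in genes drawn without regard to GC content. In the deposited data PANX1 replicate 3 lay apart and the higher genes were also the GC-rich ones. The recovery therefore checks the code and does not show how the fits perform on the deposited data.

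Transcript GC content and length came from the longest protein-coding transcript of each gene, or the longest transcript where none is protein-coding, in GENCODE v44lift37 on the same genome build. Symbols, including older ones, matched for 1154 genes. The GC correction centred log2(FPKM + 1) per gene and subtracted each library's linear slope on GC content, relative to the median GC content of annotated protein-coding genes, 49.1%. It also removes any true difference between the groups that follows GC content.

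The genes named in the text are those that the paper names or shows in Fig. 1E, F, H, I and J to N, the 5 genes with the largest and the 5 with the smallest log2 ratio among genes with a mean FPKM of at least 1 in one group and no overlap between the groups, and gene lists summarised as a whole. This rule was set before the data were examined. So were all alternatives except the corrections for GC content and for GC content with length. The alternatives were pseudocounts of 0.1 and 0.01, a minimum mean FPKM of 1 over all 6 libraries, adjustment over the 24319 genes the paper tested, eBayes without a trend, blocks by replicate number, leaving out each library, median-of-ratios scaling, ratios of medians, a pseudocount of 1 added to group means, and requiring both a log2 ratio beyond 1 and an adjusted p under 0.05. The fold changes of the heat maps in Fig. 1E, F, H and I were read from the colors of their cells. Enrichment of GO and KEGG terms was not recomputed. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the summaries and figures.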

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

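The genes below were chosen by a rule set before the data were examined. The tests of GC content, transcript length and the GFP libraries were set before their results were seen, whereas the tests of a single scaling factor and of the PANX1 transcript level were chosen after the pattern in replicate 3 was seen. The 10 genes lie outside those that the paper discusses, and their PANX1 values do not overlap their GFP values. Among all 1273 genes, 1195 had no overlap, where chance gives 10%, and all were selected by the authors for a difference on these libraries.

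The 5 largest log2 ratios were 3.95 for TRAPPC5, 3.36 for NDUFS7, 3.27 for C19orf24, 3.19 for PARP10 and 3.17 for SBK2. TRAPPC5, NDUFS7, C19orf24 and SBK2 lie on chromosome 19. In each, PANX1 replicate 3 stood far above the others. TRAPPC5, for example, had 2.22, 2.31 and 27.2 FPKM in PANX1 replicates 1, 2 and 3 and a GFP mean of 0.683 ± 0.302 (SD, n = 3). Without replicate 3 the log2 ratios were 1.73, 1.61, 1.82, 1.93 and 1.81 in the same order of genes, so all 5 stayed higher in PANX1 cells. After the GC correction, chosen after the data were seen, the limma log2 fold change was 1.59 for TRAPPC5, 0.98 for NDUFS7, 0.026 for PARP10 and 0.60 for SBK2. None of these 4 had an adjusted p under 0.05 in that fit, and C19orf24 had no GC value. The size of these ratios may therefore depend in part on what sets replicate 3 apart along GC content (Spearman's rho across genes 0.66), which could be a bias or a response of that culture.

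The 5 smallest log2 ratios were -2.02 for LOC100507387, -1.52 for C9orf170, -1.39 for LMOD3, -1.32 for KLHL31 and -1.26 for DSEL. LMOD3 and KLHL31 have low GC content, 40.5% and 40.1%, as does DSEL with 39.9%. LOC100507387 and C9orf170 had no GC value. Without PANX1 replicate 3 the log2 ratios were -1.73, -1.45, -1.11, -0.96 and -0.99 in the same order. After the GC correction the limma log2 fold changes were -0.17 for LMOD3, -0.41 for KLHL31 and -0.66 for DSEL, none with an adjusted p under 0.05. In limma without the correction their adjusted p was 0.0458, 0.0519 and 0.0418, so KLHL31 was not past the threshold there either. Without PANX1 replicate 3 their adjusted p was 0.0068, 0.00542 and 0.00267, and over all settings it ran from 0.0032 to 0.875 for LMOD3, from 0.00353 to 0.991 for KLHL31 and from 0.00267 to 0.798 for DSEL. The GC correction also removes a true difference that follows GC content, so the smaller changes after it do not show a GC bias in these 3 genes, and their lower values did not come from replicate 3 alone. No test of GC content was possible for LOC100507387 and C9orf170.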

How the results depend on the processing

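The number of genes past a threshold differed widely between settings. The direction of change could not differ under the wider adjustment, without a trend in eBayes or with the block by title numbers, which keep the fold changes, and the genes had been selected for a difference on these libraries. Limma without a block called 426 genes higher and 9 lower. A pseudocount of 0.1 gave 500 higher and 22 lower genes, one of 0.01 gave 516 and 20, and a minimum mean FPKM of 1 gave 321 and 4. Adjusting over every gene the paper tested gave 32 higher and 0 lower genes, with 744 and 43 at an unadjusted p under 0.05. It takes the genes outside the table to have larger p-values, so these counts are a lower limit. Without a trend in eBayes both counts were 0, with 770 and 54 at an unadjusted p under 0.05. The replicate block by title numbers gave 581 higher and 33 lower genes, and the block by culture numbers gave 1005 and 140. Only 2 pairs share a culture number, so that block leaves GFP replicate 1 and PANX1 replicate 3 out of the contrast and is no test of pairing alone. Same-numbered libraries deviated together with a mean correlation of 0.066 by title numbers and 0.023 by culture numbers. Across the 6 fits that each left out one library, the higher genes ranged from 8 to 994 and the lower genes from 0 to 146, and both maxima came without PANX1 replicate 3. In the fits that gave 0 lower genes, without GFP replicate 2 or 3, 9 and 6 lower genes had an unadjusted p under 0.05. Median-of-ratios scaling, which in a table limited to changed genes removes part of the change itself, gave 0 and 0, with 145 and 171 at an unadjusted p under 0.05. It moved the share of genes higher by sign from 87.0% to 54.2%. The corrections for GC content and for GC content with length were chosen after seeing the data. The GC correction gave 9 higher and 0 lower genes of 1154, with 294 and 66 at an unadjusted p under 0.05, and with the replicate block 66 and 6. The correction for GC content and length gave 9 and 2. The share of genes higher by sign was 70.5% after the GC correction and 81.4% after that for GC content and length.

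The log2 ratio of means was above 1 in 916 genes and below -1 in 41. A minimum mean FPKM of 1 left 21 genes below -1. Leaving out one library gave from 240 to 1034 genes above 1 and from 20 to 67 below -1, with the lowest counts without PANX1 replicate 3. Median-of-ratios scaling gave 66 and 165, group medians gave 376 above 1, a pseudocount of 1 added to the group means gave 603 and 6, and requiring an adjusted p under 0.05 too gave 422 and 9.

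The median log2 ratios of the lists in Fig. 1E, F, H and I stayed positive under every planned setting, and fell under median-of-ratios scaling to 0.24, 0.25, 0.26 and 0.27. On the limma scale, the GC correction turned the median of the Fig. 1F genes to -0.042 and of the Fig. 1I genes to -0.12. The correction for GC content and length left these medians at 0.12 and 0.0086. After the GC correction the medians of the Fig. 1E and Fig. 1H genes stayed positive, at 0.36 and 0.23. So did those of the cytosolic and mitochondrial ribosomal protein genes and the NADH dehydrogenase genes, at 0.63, 0.38 and 0.80. The median of the cytosolic ribosomal protein genes turned to -0.11 under median-of-ratios scaling.

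PANX1 and MMP2 kept an adjusted p under 0.05 in most settings. Without a trend in eBayes, the changes of 2.04 for PANX1, 1.77 for MMP2, 1.38 for TRAF2 and 0.59 for CASP2 were no longer past the threshold, and adjusting over every gene the paper tested removed TRAF2 (1.38) and CASP2 (0.59). Median-of-ratios scaling left 0.99 for PANX1, 1.18 for MMP2, 0.44 for TRAF2 and 0.35 for CASP2, none of them past the threshold. With one library left out, the change of MMP2 ranged from 1.65 to 1.84, that of TRAF2 from 0.80 to 1.77 and that of CASP2 from 0.54 to 0.64, and MMP2 lost the threshold only without GFP replicate 2. The GC correction left TRAF2 at 0.65, with and without the replicate block, and CASP2 at 0.66 without it, all with an adjusted p above 0.05. So did the correction for GC content and length for TRAF2, at 0.70. CASP2 was just past the threshold after the GC correction with the block (adjusted p = 0.0499 from limma). It was also past it after the correction for GC content and length (0.74, adjusted p = 0.0330). APOBEC2 passed the threshold with a pseudocount of 0.1 (-1.21) and with the block by culture numbers (-0.64), and ranged from -0.76 to -0.20 with one library left out. MARCKS passed it with the replicate block by title numbers (-0.89) and by culture numbers (-0.51), and ranged from -1.24 to -0.43. GJA1 passed it with a pseudocount of 0.1 (1.11), with the block by culture numbers (0.47), after the GC correction with and without the replicate block (0.90) and after that for GC content and length (0.87), and ranged from 0.30 to 0.49. Adjusted p-values over all settings ran from 2.11e-07 to 0.248 for PANX1, 2.75e-05 to 0.0945 for MMP2, 0.00573 to 0.673 for TRAF2, 0.00332 to 1.00 for APOBEC2, 0.00921 to 1.00 for MARCKS, 0.00309 to 1.00 for GJA1 and 0.00142 to 0.419 for CASP2.

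Median-of-ratios scaling moved the median log2 ratio of the table from 1.23 to 0.041, so genes with a smaller rise than most turn negative by its construction. It did so for the limma change and the log2 ratio of BAX (-0.11 and -0.11), BMP1 (-0.080 and -0.10), ACTN4 (-0.11 and -0.10), CDK5 (-0.046 and -0.051), MYH9 (-0.41 and -0.44) and GAPDH (-0.27 and -0.26). DRD2 turned to -0.12 after the GC correction, with and without the replicate block, and to -0.015 after that for GC content and length. For 59 results on gene lists and families, on log2 ratios of single genes and on further genes, 725 values were computed under an alternative. Of these, 553 stayed on the same side or within the replicate spread, 100 became weaker, 22 stronger, 32 moved beyond that spread and 18 reversed, which are the reversals given above and mostly come from that scaling. The cause of these changes was not tested, apart from the GC content of the transcripts. GJA1, APOBEC2, CASP2, BEX2, DRD2 and SIPA1L2 had a mean FPKM over all 6 libraries under 1 and have no value with the minimum of 1. With 3 libraries per group, no exact test of a single gene can go below 0.1.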

Differences from the paper's values

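The counts of genes beyond a log2 ratio of 1 and -1 were 916 and 41 against the paper's 898 and 39, within 1.5 times of each other. The fold changes of 7 genes in Fig. 1E differed from those of the deposited values by more than 1.5 times and by more than the SD of the replicate fold changes. By a narrower limit, 3 of its 21 cells lay within 0.1 of the log2 ratio of the gene named beside them. The paper's fold change for ACTN4 is about 5.8 in Fig. 1E, read from its color scale, against 2.02 from the deposited FPKM. For CDK5 the paper's is about 3.6 in Fig. 1E against 2.09, for EGR1 about 3.4 against 0.485, and for BEX2 about 2.0 against 0.279. None of the alternatives set before the data were examined closed these 4 gaps. For CASP2 the paper's fold change is about 2.8 in Fig. 1E against 5.78. A pseudocount of 0.1 gave 3.60 and median-of-ratios scaling 2.91, which lie within the limits given above, and none of the other alternatives did. For BMP1 the paper's is about 0.48 in Fig. 1E against 2.12, and for BAX about 0.28 against 2.13. Median-of-ratios scaling gave 0.932 for BMP1 and 0.925 for BAX, which are still more than 1.5 times the paper's values but differ from them by less than the SD of the unscaled replicate fold changes. None of the other alternatives came within that SD. Sorted from high to low, the 21 cells and the 21 log2 ratios without an alternative differ by at most 0.016, so an alternative that comes near a cell by gene name is no sign that the paper used it.

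Fig. 1E shows EGR1 and BEX2 as increased, and their log2 ratios were -1.04 and -1.84. It shows BMP1 and BAX as decreased, and theirs were 1.08 and 1.09. It places ACTN4 at the top, and the highest ratio of its genes was that of CASP2. The paper calls MARCKS downregulated and sets that word at a log2 fold change below -1, and the log2 ratio of MARCKS was -0.77. It was beyond -1 without PANX1 replicate 1, at -1.17, and under median-of-ratios scaling, at -1.58.

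The paper calls all 1273 genes changed by the test in Cufflinks, and limma without a block called 435 of them. These tests differ in kind, as limma was run on log2(FPKM + 1) of the genes already selected. The settings nearest to the paper's number were the block by culture numbers, with 1005 higher and 140 lower genes, and the fit without PANX1 replicate 3, with 994 and 146. They are not independent, because the block by culture numbers also takes PANX1 replicate 3, and GFP replicate 1, out of the contrast. APOBEC2, MARCKS and GJA1 were among the genes that limma without a block did not call. The paper also reports lower APOBEC2 and MARCKS by RT-qPCR, and more Cx43, the protein of GJA1, by western blot. APOBEC2 was called with a pseudocount of 0.1, with the block by culture numbers and without PANX1 replicate 2. MARCKS was called with the replicate block by title or culture numbers and without PANX1 replicate 1, 2 or 3. GJA1 was called with a pseudocount of 0.1, with the block by culture numbers and without PANX1 replicate 3, and also after the corrections for GC content chosen after seeing the values.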

Other observations

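The tests of sorted values in Fig. 1E, of chromosome 19, of the share of higher genes after the GC correction, of one scaling factor and of the PANX1 transcript level were chosen only after the result was seen.

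PANX1 replicate 3 lay apart from PANX1 replicates 1 and 2. The log2 ratio of replicate 3 to the mean of the other 2 rose with transcript GC content across 1154 genes (Spearman's rho 0.66, and 0.50 among the 1004 higher genes alone) and fell with transcript length (rho -0.39), and genes are not independent replicates. Over all genes, where the higher genes are also the GC-rich ones, rho with GC content was 0.43 for PANX1 replicates 1 and 2 over GFP, 0.32 for GFP replicate 2 over replicate 1 and 0.24 for GFP replicate 3 over replicate 1. The slope of centred log2(FPKM + 1) per 10 percentage points of GC content was 0.79 in PANX1 replicate 3, 0.094 and 0.022 in PANX1 replicates 1 and 2, and -0.36, -0.28 and -0.26 in GFP replicates 1, 2 and 3. Among the higher genes alone it was 0.37 in PANX1 replicate 3, -0.0014 and -0.12 in PANX1 replicates 1 and 2, and -0.12, -0.045 and -0.082 in the GFP replicates, so replicates 1 and 2 were not set apart from GFP as a pair. A single scaling factor for the library would shift higher and lower genes the same way, but 95.8% of the lower genes had their lowest PANX1 value in replicate 3. Its PANX1 FPKM was 0.801 times the mean of the other 2, which goes against more PANX1 transcript in that library. The GFP libraries shared little of the shift, with a rho of 0.12 between GFP replicate 3 over replicate 1 and the shift, which leaves that explanation open. The sample descriptions number the culture of PANX1 replicate 3 as 4, which no GFP culture carries, so no GFP culture of that number could be compared with it. A candidate explanation is a difference between libraries in how well GC-rich, short transcripts were recovered. As the genes were selected for a difference that replicate 3 enlarges, and higher genes are also the GC-rich ones, the tests cannot separate such a bias from a stronger response of that culture.

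More genes were listed higher than lower in PANX1 cells, 1108 against 165. The higher genes had a median GC content 22.5 percentage points above that of the lower genes, and the median transcript of the lower genes was 2.52 times as long. After the GC correction, 70.5% of genes were higher, so a GC slope that differs between libraries may account for some of the imbalance, and how much is open. Among the 4 splits of the 6 libraries that part every same-numbered pair, 1 split, the real one, gave as many genes with an adjusted p-value under 0.05 as the 435 of the comparison itself, and no other of the 4 gave any. The other 6 of all 10 splits leave same-numbered libraries together and gave at most 1 gene. The table was selected for the real split and 4 splits cannot give a share under 0.05, so this shows no stability. A biological explanation, the expression of PANX1, cannot be told apart from GC content here.

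In the table, 17.9% of the genes with a GC value lay on chromosome 19, against 7.25% of annotated protein-coding genes. In 1000 random lists of annotated genes matched to the table on GC content, the median was 14.5% and the highest 17.4%. The share in the table was 1.23 times that median, so GC content may account for most of the excess. The share was above that of all 1000 lists, so GC content as matched here does not account for all of it, and the source of the rest was not tested. The matching did not consider whether a gene is expressed in Rh30 cells.

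The cells of Fig. 1E differ from the values of the genes named beside them. Matched by name, 3 of its 21 cells lay within 0.1 of the log2 ratio, and the largest difference was 2.93. Sorted from high to low, all 21 cells did, with a largest difference of 0.016. In Fig. 1H all 20 cells matched by name, with a largest difference of 0.029, and so did 9 of 10 in Fig. 1F and 15 of 16 in Fig. 1I, with DRD2 as the exception in both. A candidate explanation is that the values and names of Fig. 1E stand in different orders.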
